# Ramulus Mori (Sangzhi) Alkaloids Ameliorate Obesity-Linked Adipose Tissue Metabolism and Inflammation in Mice

**DOI:** 10.3390/nu14235050

**Published:** 2022-11-27

**Authors:** Qian-Wen Sun, Chun-Fang Lian, Yan-Min Chen, Jun Ye, Wei Chen, Yue Gao, Hong-Liang Wang, Li-Li Gao, Yu-Ling Liu, Yan-Fang Yang

**Keywords:** Ramulus Mori alkaloids, obesity, adipose tissue, lipid metabolism, adipose inflammation

## Abstract

Obesity has become a global epidemic disease as it is closely associated with a chronic low-grade inflammatory state that results in metabolic dysfunction. Ramulus Mori (Sangzhi) alkaloids (SZ-A) derived from *Morus alba* L. were licensed to treat type 2 diabetes (T2DM) in 2020. In this study, we explored the effect of SZ-A on adipose tissue metabolism and inflammation using an obesity model induced by a high-fat diet (HFD). C57BL/6J mice were fed high fat for 14 weeks and followed by SZ-A 400 mg/kg treatment via gavage for another six weeks, during which they were still given the high-fat diet. The results showed that SZ-A notably reduced body weight and serum levels of lipid metabolism-related factors, such as triglycerides (TG) and total cholesterol (TC); and inflammation-related factors, namely tumor necrosis factor alpha (TNFα), interleukin 6 (IL6), fibrinogen activator inhibitor-1 (PAI-1), angiopoietin-2 (Ang-2), and leptin (LEP), in the HFD-induced mice. SZ-A increased the protein and mRNA expression of lipid metabolism-related factors, including phosphorylated acetyl coenzyme A carboxylase (p-ACC), phosphorylated hormone-sensitive triglyceride lipase (p-HSL), adipose triglyceride lipase (ATGL), and peroxisome proliferator-activated receptor-alpha (PPARα), in adipose tissue. Immunohistochemistry results demonstrated that SZ-A significantly reduced the infiltration of pro-inflammatory M1-type macrophages in epididymal fat. The data also suggested that SZ-A down-regulates the transcriptional levels of inflammatory factors *Il6*, *Tnfα*, monocyte chemoattractant protein-1 (*Mcp1*), and *F4/80*, and up-regulates interleukin 4 (*Il4*), interleukin 10 (*Il10*), and interleukin 13 (*Il13*) in adipose tissue. Overall, the results indicate that SZ-A exhibits potential in regulating lipid metabolism and ameliorating obesity-linked adipose inflammation.

## 1. Introduction

Obesity has become a chronic and global epidemic disease because it is intimately related to a chronic low-grade inflammatory state and even exacerbates obesity-related diseases, particularly metabolic dysfunctions [1]. In patients with obesity, adipose tissue releases adipokines that trigger and maintain chronic low-grade inflammation and increase oxidative stress in the adipose tissue [2]. Controlling the progression of obesity and reducing weight have become important strategies in the treatment of numerous diseases, particularly metabolic diseases. Therefore, it is essential to develop safe and effective weight loss drugs to reduce the morbidity and mortality of various chronic diseases resulting from obesity.

White adipose tissue (WAT) is the primary organ for energy storage. WAT plays a crucial role in regulating lipid distribution and energy homeostasis in the body and is involved in the development of obesity. Adipose tissue is closely linked to metabolic health through the development of adipocyte hypertrophy and hyperplasia in which hypertrophic growth is a critical component in triggering adipose tissue dysfunction. Once energy intake exceeds consumption, the excess energy will be stored in the adipocytes in the form of triglycerides, leading to hypertrophic expansion. Acetyl-CoA carboxylase (ACC), an essential enzyme in the synthesis of fatty acids from acetyl-CoA, provides a substrate for triglyceride synthesis in adipocytes. Considering that phosphorylated acetyl-CoA carboxylase (p-ACC) loses catalytic capacity, promoting ACC phosphorylation could inhibit the fatty acid synthesis and reduce substrates required for triglyceride synthesis [3]. In contrast to lipogenesis, the triglycerides in adipocytes break down and release free glycerol and fatty acids, providing a substrate source for hepatic gluconeogenesis and oxidative catabolism. Adipocyte triglyceride lipase (ATGL) and phosphorylated hormone-sensitive lipase (p-HSL) are critical in initiating and catalyzing the triglyceride breakdown step wisely. Therefore, promoting the function of lipolytic enzymes may increase triglyceride catabolism in adipocytes and reduce lipid accumulation.

Adipose tissue is also an endocrine organ capable of secreting a wide range of cytokines that are closely linked to a range of obesity-induced chronic diseases [4]. Weight gain and obesity often result in the increased secretion of inflammatory factors and chemokines, including tumor necrosis factor alpha (TNFα), interleukin 6 (IL6), and monocyte chemoattractant protein-1 (MCP-1). These inflammatory factors and chemokines induce the accumulation of inflammatory cells such as pro-inflammatory M1-type macrophages in the adipose tissue [5]. They also trigger persistent chronic low-grade inflammation, particularly in hypertrophic abdominal adipose tissue. Reducing adipose inflammation in patients with obesity has been explored as a potential therapeutic strategy to prevent obesity-related metabolic and vascular complications [6,7].

Ramulus Mori (Sangzhi) alkaloid (SZ-A) tablets are derived from *Morus alba* L. (mulberry twig) and approved for the treatment of Type 2 diabetes (T2DM) in China (approval number Z20200002). In a multicenter, randomized, double-blind clinical trial, SZ-A exhibited excellent hypoglycaemic effect in the treatment of T2DM, with minimal gastrointestinal- side effects like flatulence during treatment [8]. Previous studies have reported that SZ-A could restore diabetic β-cells, improve insulin resistance, and modulate the gut microbiota and intestinal barrier integrity in KKAy mice with signs of obesity and diabetes [9,10]. Additionally, it has been reported that SZ-A could alleviate non-alcoholic fatty liver disease (NAFLD) in high-fat diet (HFD)-induced obese mice [11]. It was also demonstrated that SZ-A could inhibit body weight gain in HFD mice in a dose-dependent manner, with SZ-A at a dose of 400 mg/kg having the most significant effect. In addition, Gao et al. reported that SZ-A treatment showed anti-inflammatory effects in vitro by blocking p38 MAPK, ERK, and JNK signaling pathways in macrophages. Owing to the synergistic effect of SZ-A, its anti-inflammatory effect was higher than that of its components [12]. The analysis of tissue distribution results suggested a high distribution of SZ-A in adipose tissue after oral administration [13]. These results indicate the potential modulating effects of SZ-A on the adipose tissue. 

In this study, we aimed to investigate the effects of SZ-A on adipose tissue metabolism and inflammation development in an HFD-fed mouse model and assessed whether SZ-A can be potentially used in treating lipid metabolism-related diseases from these results.

## 2. Materials and Methods

### 2.1. Chemical and Reagents

SZ-A powder was friendly presented by Beijing Wehand-Bio Pharmaceutical Co., Ltd. (Beijing, China). β-actin(4970), ACC(3676), p-ACC(11818), HSL(18381), p-HSL(4139), ATGL(2439), F4/80(70076), and CD86(19589) primary antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). The PPARα primary antibody (ab126285) was obtained from Abcam (Cambridge, MA, USA). Horseradish peroxidase (HRP)-conjugated anti-rabbit secondary antibodies were obtained from Zhong Shan-Golden Bridge Biological Technology Co., Ltd. (Beijing, China).

### 2.2. Animals Experimental and Treatment

The Ethical review of experimental animal welfare was approved by the Beijing Laboratory Animal Research Center (ethical code: 2021050). The mice were housed at 24 °C with a 12 h light/dark cycle. Food and water were freely available. After 1 week of acclimatization to the environment, six-week-old male C57BL/6J mice were randomly divided into the following three groups: a normal control group (NC, *n* = 10), an HFD control group subjected to intragastric administration of saline (HFD, *n* = 10), and the SZ-A treatment group subjected to intragastric administration of SZ-A (SZ-A, *n* = 10). The NC was fed a maintenance feed, whereas the HFD groups were fed with 60 kcal% fat (cat. no. D12492; Research Diets Inc.) for 14 weeks. Subsequently, the mice were intragastrically administered either saline or SZ-A at a dose of 400 mg/kg/d for another 6 weeks. Mice in the HFD and SZ-A treatment groups were kept feeding an HFD until the end of the experiment. Weighed weekly during whole the experiment period. At the end of the experiment, the mice were fasted overnight from 17:00 the day before the autopsy until 9:00 the next day and then euthanized. Blood was collected by removing eyeballs, allowed to stand for 30 min at room temperature, and then centrifuged at 3000 rpm at 4 °C for 15 min to separate the serum. Adipose tissues, including epididymal adipose tissue (eWAT), inguinal adipose tissue (iWAT), and brown adipose tissue (BAT), were dissected, weighed, and kept in liquid nitrogen for 30 min. Finally, the tissues were stored at −80 °C.

### 2.3. Serum Biochemical Parameters

Serum triglycerides (TGs), total cholesterol (TC), low-density lipoprotein cholesterol (LDL-C), and high-density lipoprotein cholesterol (HDL-C) levels were determined using an automatic biochemistry analyzer (TOSHIBA TBA-40FR, Tokyo, Japan) with appropriate commercial assay kits from Biosino Biotechnology and Science, Inc. (Beijing, China). Serum levels of tumor necrosis factor alpha (TNFα), interleukin 6 (IL6), fibrinogen activator inhibitor-1 (PAI-1), angiopoietin-2 (Ang-2), and leptin (LEP) were determined using a mouse Multifactor test kit (R&D Systems, Minneapolis, MN, USA). Serum adiponectin (ADPN) levels were determined using a mouse adiponectin ELISA kit (Abcam, Cambridge, MA, USA) following the manufacturer’s instructions.

### 2.4. Histopathological Evaluation and Immunohistochemistry Assay of the Adipose Tissue

Fresh eWAT, iWAT, and BAT from mice in the NC, HFD, and SZ-A groups were fixed in 4% paraformaldehyde solution, embedded in paraffin wax, and subsequently cut into 5-µm sections for hematoxylin-eosin (H&E) staining. For immunohistochemistry analysis, paraffin-embedded sections were dehydrated, antigen repaired, and incubated overnight at 4 °C with diluted primary antibody. Subsequently, the sections were rinsed in PBS and cultivated with a secondary antibody for 1 h at room temperature. This was followed by color development using ready-to-use diaminobenzidine (DAB) solution. F4/80 and CD86 were used to label macrophage and M1-type macrophage in adipose tissue, respectively. Histological images were taken using a microscope imager (Cytation5, Biotek, Winooski, VT, USA) at 100× and 400× magnification.

### 2.5. RNA Sequencing and Data Analysis

RNA extraction and sequencing analyses were performed by Novogene (Beijing, China). Briefly, isolating the total RNA from eWAT using TRIzol. The total amounts and integrity of RNA were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer2100 system (Agilent Technologies, Santa Clara, CA, USA). Then, the extracted mRNA was purified from total RNA using poly-T oligo-attached magnetic bead, followed by fragmentation. The library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, MA, USA). The PCR product was purified by AMPure XP beads. Finally, the library was obtained. The Agilent Bioanalyzer 2100 system and qRT-PCR were used to assess the library quality. The library was sequenced using the Illumina Novaseq platform, and 150 bp paired-end reads were generated after cluster generation. RNA sequencing data were uploaded to the Gene Expression Omnibus (GEO) under accession number (GSE214618). 

HISAT2 (version 2.0.5) software and paired-end clean reads were used to align the high-quality reads to the Ensemble mouse (mm10/GRCm38) reference genome. Differential expression analysis was performed by the DESeq2 R package (1.20.0), and the resulting *p*-values were adjusted using Benjamini and Hochberg’s approach to control the false discovery rate. Transcripts with a padj < 0.05 and |log2(foldchange)| > 1.5 were set as the threshold for differentially expressed genes (DEGs). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) function enrichment analyses of DEGs were implemented by Novogene (Beijing, China). Furthermore, an analysis of interactions among the top 100 DEGs (based on experimental and curated databases) and functional enrichment analysis (concerning biological processes, cell components, UniProt keywords, and KEGG or Reactome pathways) was performed according to the STRING database (https://string-db.org; version 11.5, accessed on 31 August 2022).

### 2.6. Western Blot

The epididymal adipose tissue samples were homogenized in ice-cold lysis buffer containing complete tablets, mini EASYpack (Roche, Basel, Switzerland), and 1 mmol/L phenylmethanesulfonyl fluoride (Solarbio, Beijing, China) for 30 min. The homogenate was centrifuged at 4 °C with a speed of 12,000× *g* for 15 min and the supernatant was collected. Protein concentration was determined using the BCA assay (Thermo Fisher Scientific, Waltham, MA, USA). Next, the proteins were separated using 12% SDS-PAGE and transferred to a polyvinylidene difluoride membrane. The membranes were blocked with 5% skimmed milk in tris-buffered saline with Tween 20 (TBST) for 2 h at room temperature, then incubated with the following primary antibodies: β-actin (1:1000), p-ACC (1:1000), ACC (1:1000), p-HSL (1:1000), HSL (1:1000), PPARα (1:1000), and ATGL (1:1000) overnight at 4 °C. Subsequently, the membranes were rinsed using TBST three times and incubated with HRP-conjugated anti-rabbit secondary antibody (1:5000) for 1 h at room temperature. The protein expression bands were detected using enhanced chemiluminescence (Easybio, Beijing, China) and visualized using a Tanon-4600SF chemiluminescence imager (Tanon Science & Technology Co., Ltd., Shanghai, China).

### 2.7. Real-Time Polymerase Chain Reaction Analysis

Total RNA was isolated from eWAT using the TRIzol reagent (Invitrogen, CA, USA) and the RNA was quantified using a Nano-300 Micro-Spectrophotometer (AllSheng, Hangzhou, China). cDNA was synthesized from 1 µg of RNA using a reverse transcription system (Promega, Madison, WI, USA), following the manufacturer’s instructions. Real-time RT-PCR was performed using a protocol consisting of 40 cycles of 30 s at 95 °C, 10 s at 95 °C, and 30 s at 60 °C. Melting curve analysis was used to determine the purity of the PCR products. The 2−∆∆CT method was used to calculate the relative expression of each gene. The expression level of each gene was normalized to that of the internal control-*Ppia*. The used primers in this experiment are listed in Table S1 in the Supplementary Information.

### 2.8. Software and Statistical Analysis

The relative protein expressions, adipocyte area, and positive area were quantified using ImageJ software (NIH, Bethesda, MD, USA). Graphs were generated using Prism 8 software (GraphPad Software Inc., San Diego, CA, USA). Data are expressed as mean ± standard error of the mean (SEM). Multiple groups were compared using one-way or two-way analysis of variance (ANOVA) followed by Tukey’s test, depending on the experiment. The two experimental groups were evaluated using a *t*-test. Statistical significance was defined as *p <* 0.05.

## 3. Results

### 3.1. Protective Effect of SZ-A on HFD-Induced Obese Mice

Our previous research found that SZ-A inhibited body weight gain in HFD mice in a dose-dependent manner and that a dose of 400 mg/kg had the most notable effect on body weight inhibition [11]. In this study, six-week-old C57BL/6J mice were fed an HFD for 14 weeks, and then administered SZ-A (i.g.) for an additional six weeks with continuous HFD feeding (Figure 1A). Consistent with our previous findings, HFD-fed mice showed a significant increase in body weight, whereas mice treated with 400 mg/kg SZ-A showed a significant effect in decreasing body weight (Figure 1B). The effects of SZ-A on lipid metabolism and obese adipose inflammation were studied in detail in mice treated with 400 mg/kg of SZ-A. Compared with the HFD group, the SZ-A-treated mice group demonstrated significantly lower serum levels of triglycerides (TGs) and total cholesterol (TC), and a higher ratio of high-density lipoprotein cholesterol (HDL-C) to low-density lipoprotein cholesterol (LDL-C) (Figure 1C–E). The fat accumulation in the eWAT, iWAT, and BAT was significantly high in the HFD group (Figure 1F). We performed MRI on mice of HFD and SZ-A groups and found the area of subcutaneous fat in the SZ-A group was significantly fewer than that in the HFD group (Figure S1 in the Supplementary Information). Then, we weighed the wet weight of the eWAT and iWAT, and the result showed that SZ-A treatment significantly reduced the mass of iWAT in the SZ-A group in comparison with that in the HFD group (Figure 1G). SZ-A treatment significantly reduced the mass of iWAT in the SZ-A group in comparison with that in the HFD group (Figure 1G). The results of the adipocyte size analysis showed that SZ-A-treated mice exhibited a significant reduction in the volume of enlarged adipocytes in eWAT and iWAT compared to the HFD mice (Figure 1H).

### 3.2. SZ-A Improves Lipid Metabolism

Western blotting was used to examine the proteins associated with lipid synthesis and lipolysis, and the results are shown in Figure 2A,B. These results suggested that HFD could significantly down-regulate the protein levels of lipolytic enzymes, whereas SZ-A could significantly up-regulate their expression. The expression of peroxisome proliferator-activated receptor-alpha (PPARα), adipose triglyceride lipase (ATGL), phosphorylated hormone-sensitive triglyceride lipase (p-HSL), and phosphorylated acetyl coenzyme A carboxylase (p-ACC) was significantly reduced in the eWAT in HFD groups. However, after SZ-A treatment, PPARα and ATGL expression levels were restored. These results also indicated that SZ-A treatment promoted the phosphorylation of ACC and HSL. Moreover, RT-PCR results (Figure 2E,F) showed that *Pparα*, *Atgl*, *Hsl*, and carnitine palmitoyl transferase 1A (*Cpt1a*) transcription levels were also increased in the SZ-A-treated group. Based on the results, regarding the mechanism of SZ-A reducing obesity in adipose tissue, it can be concluded that SZ-A could promote triglyceride catabolism and oxidation by up-regulating the expression of PPARα, ATGL, and p-HSL and promoting p-ACC to reduce fatty acid synthesis. Therefore, SZ-A may have the potential to improve lipid metabolism in the adipose tissue of obese mice.

### 3.3. The Analysis of Differentially Expressed Genes in the Epididymal Fat 

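Messenger RNA was purified with poly-T beads from the epididymal white adipose tissue (eWAT) of 20 male C57BL/6J mice and sequenced as paired-end reads. The labels of the deposited data give 6 mice fed maintenance feed (NC), 7 fed a diet with 60% of its energy from fat (HFD) and 7 fed the same diet and given Ramulus Mori (Sangzhi) alkaloids from mulberry twig (SZ-A), while the paper gives 7 per group. Feeding started at 6 weeks of age, and SZ-A was given into the stomach at 400 mg per kg each day for the last 6 of 20 weeks. The authors aligned the reads to GRCm38 with HISAT2 and deposited FPKM, fragments scaled to gene length and library size, for 14776 genes, each above 0 in all 20 mice, so genes silent in any mouse had been removed by a filter that the paper's text does not describe. Multiplied by the length of the gene's exons in GENCODE release M21, the values were compared with a single step in each mouse. Of those under 1000 reads, 96.2% were close to whole multiples of it, which gave the reads behind each value. Between 13567664 and 19388620 reads per mouse were counted on the deposited genes, with a median of 16731478 in NC, 18612591 in HFD and 17708010 in SZ-A. In 2696 genes at least 1 mouse had fewer than 10 reads. Groups were compared on log2(FPKM + 1) with limma, with a variance trend over expression level and Benjamini-Hochberg adjustment, for genes with a mean of at least 0.1 FPKM over the mice compared. The threshold was that of the paper's methods, an adjusted p under 0.05 and a log2 fold change above 1.5 in either direction. Only 2 groups entered each fit.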

The transcriptional changes induced by SZ-A were also investigated via RNA sequencing on the eWAT of NC, HFD, and SZ-A-treated HFD mice (*n* = 7/group). As shown in Figure 3A, an HFD resulted in abnormal gene expression and SZ-A treatment restored the gene expression. 

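Between HFD and NC mice, 1172 of the 14706 genes tested passed the threshold, 799 of them higher and 373 lower in HFD mice. The values of 3008 genes did not overlap between the 7 HFD and 6 NC mice, 20.5% of those tested where chance gives 0.117%. Among the genes past the threshold without overlap, Mmp12 rose most, with a log2 fold change of 6.95 (SE 0.58, adjusted p = 9.4e-07 from limma). Gpnmb rose by 6.67 (SE 0.39, adjusted p = 4.8e-08 from limma) and Spp1 by 6.03 (SE 0.36, adjusted p = 5.6e-08 from limma). Mean FPKM of Gpnmb was 7.36 ± 4.56 (SD, n = 6) in NC, 805 ± 374 (SD, n = 7) in HFD and 267 ± 192 (SD, n = 7) in SZ-A mice. The largest falls among such genes were those of Actg2 (log2 fold change -5.70, SE 0.98), Ramp3 (-5.23, SE 0.93) and Krt18 (-5.23, SE 0.79), with adjusted p of 4.8e-04, 6.3e-04 and 1.8e-04 from limma. These genes varied widely within NC, where Ramp3 had a mean of 136 ± 204 FPKM (SD, n = 6), while 2 HFD mice had a single read of Ramp3 each. Apart from other thresholds, a pseudocount of 0.01 in place of 1 raised the count most, to 2295 genes. A score of epididymis marker genes as covariate, chosen after the data were seen, lowered it most, to 460 genes. The score was 3.90 to 7.01 in NC and 2.25 to 3.11 in HFD mice, without overlap. That fit can therefore hardly tell the score from the diet. It gave Ramp3 a log2 fold change of 0.85, in the opposite direction, with an adjusted p of 0.64 from limma. Actg2 and Krt18 then had adjusted p of 0.32 and 0.84 from limma. RNA of neighbouring tissue such as epididymis in some NC mice stays open as a source of these falls. That score rests on only 3 of 36 genes and cannot decide it.
SZ-A moved 98.6% of the 1172 genes back towards NC, 786 of the 799 that were higher and 370 of the 373 that were lower in HFD mice. Of these, 113 passed the threshold between SZ-A and HFD in the direction opposite to that of the diet, and 0 passed in the same direction. The median gene came back 42.9% of the way, with quartiles of 34.4% and 52.5%. Because both comparisons share the HFD mice, some return arises without any treatment effect. In 100 simulations in which SZ-A and HFD mice had the same expected values, a mean of 55.2% of the genes moved back, from 11.3% to 92.7%, and 0 simulations reached the observed share. When the HFD and SZ-A mice themselves were split into other groups of 7, the share had a median of 71.4% and reached 99.1%, and 3 of 100 splits, the real one included, were as high as the observed share. Taken mouse by mouse, the share moved back was 88.9% ± 9.89 (SD, n = 7), lowest at 70.0% in SZ-A replicate 5. Compared with NC, 263 of 14718 genes passed the threshold in SZ-A mice, 255 higher and 8 lower, and 251 of them were changed by HFD in the same direction. Over the alternatives other than leaving out mice, the higher genes ranged from 108 to 611 and the lower genes from 3 to 140, the last with array quality weights. The few lower genes do not show a full return. Actg2 (log2 fold change -3.66), Krt18 (-3.53) and Ramp3 (-2.75) stayed below NC without passing, with adjusted p of 0.19, 0.19 and 0.32 from limma.

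**Figure D1:**
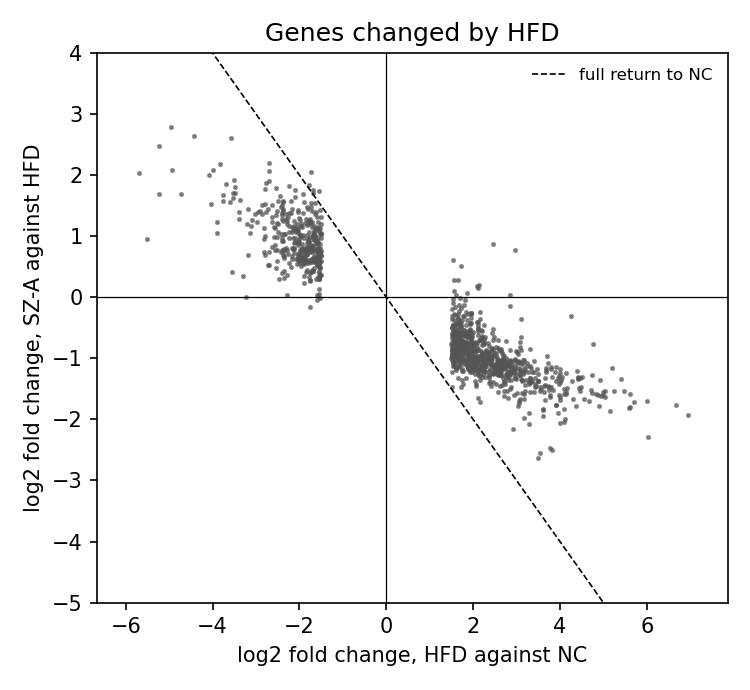
Each point is a gene that passed the threshold between HFD and NC, with its log2 fold change of HFD against NC on the x axis and of SZ-A against HFD on the y axis. The dashed line marks a full return to NC, and 98.6% of the 1172 genes lie on the side of 0 opposite to the diet's change.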

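SZ-A and HFD mice (n = 7 each) were compared over 14695 genes. Of these, 127 passed the threshold, and 120 of the 127 were protein-coding. At an adjusted p under 0.05 with no limit on the fold change, 3349 genes differed. With a fold change above 1.5 in place of a log2 fold change above 1.5, the number was 1838. The values of 893 genes did not overlap between the groups, 6.08% of those tested where 0.0583% is the share that chance gives, and 62 of the 127 genes were among them. Apart from these thresholds, the alternative that moved the count most was a pseudocount of 0.01 in place of 1, with 485 genes that included all 127. Leaving out a single mouse gave from 80 genes, without HFD replicate 1, to 192 genes, without SZ-A replicate 6. The median log2 fold change over all genes tested was 0.03.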

The volcano plot shows that 1518 genes were differentially expressed in the HFD control and SZ-A groups (Padj < 0.05, fold change > 1.5, Figure 3B). Among these, 1268 genes were up-regulated and 250 were down-regulated. 

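Of the 127 genes past the threshold, 45 were higher and 82 were lower in SZ-A than in HFD mice, so 35.4% were higher. The share depended on how genes of low FPKM were treated, and was 57.6% of 458 genes with voom on the recovered reads. Among genes past the threshold whose groups did not overlap, the largest rise was that of Cfd, which encodes the adipokine adipsin (ENSMUSG00000061780, chromosome 10 of GRCm38, 79890853 to 79892655). Its FPKM was 234 ± 118 (SD, n = 7) in HFD and 1535 ± 1026 (SD, n = 7) in SZ-A, a log2 fold change of 2.63 (SE 0.52, adjusted p = 0.0033 from limma). The NC mean was 6851 ± 4549 (SD, n = 6), and NC replicate 6 lay far below the other NC mice. The next rises were those of Gstm6 (2.61), Spint2 (2.18), Adgrg2 (1.92) and Isg20 (1.90), with adjusted p from limma of 0.011, 0.011, 0.032 and 0.011. These 4 rises were uneven between SZ-A mice, as for Gstm6 with a mean of 28.9 ± 43.1 FPKM (SD, n = 7), and Gstm6 belongs to a gene family whose similar members can share reads. Adgrg2 had an adjusted p above 0.05 with all 3 groups in the fit (0.105), with the epididymis score as covariate (0.225) and in 6 of the 14 fits that left out 1 mouse, and its rise was 1.30 without SZ-A replicate 2, the mouse far above the others, and so under 1.5. With the epididymis score as covariate, these rises were 1.18 for Gstm6, 0.95 for Spint2, 0.70 for Adgrg2 and 0.90 for Isg20, each under 1.5, and 77 genes were higher and 46 lower. With all 3 groups in the fit, the adjusted p of Gstm6 from limma was 0.059, the highest over its alternatives.
Among the genes past the threshold without overlap between the groups, the largest fall was that of Cd72 (ENSMUSG00000028459), from 14.2 ± 4.52 FPKM (SD, n = 7) in HFD to 2.82 ± 1.85 (SD, n = 7) in SZ-A, a log2 fold change of -2.08 (SE 0.28, adjusted p = 4.3e-04 from limma). Pik3ap1 fell by 2.05, Glipr1 by 2.00, Folr2 by 1.98 and Lum by 1.94. Every SZ-A mouse was below every HFD mouse for each, as the rule that chose these genes required. The exact permutation test (two-sided, p = 5.8e-04, the smallest that 7 mice against 7 allow) therefore adds no evidence here. Among these genes, Folr2 had the smallest adjusted p from limma, 1.1e-04, with at least 74 reads in each HFD and SZ-A mouse.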

To further identify the predominant biological pathways affected by SZ-A, we analyzed the DEGs and performed GO and KEGG enrichment analyses of the down-regulated genes. 

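Genes of inflammation were examined as lists written before the values were seen, since the memberships of GO terms were not used here. The lists were written with the paper's results on these same mice known. The mean log2 fold change of a list was set against the other genes by the camera test of limma, with a preset correlation between genes of 0.01 and adjustment over the 31 lists tested. The 20 macrophage markers were all lower in SZ-A than in HFD mice, with a mean log2 fold change of -1.34 (adjusted p = 1.9e-12 from camera). Of these, 18 had an adjusted p under 0.05 among all genes, and 18 when adjusted over the list alone. Their mean log2(FPKM + 1) was 3.74 ± 0.91 (SD, n = 6) in NC, 7.22 ± 0.32 (SD, n = 7) in HFD and 5.89 ± 0.59 (SD, n = 7) in SZ-A mice (exact permutation test of SZ-A against HFD, two-sided, p = 0.0012). Adgre1, which encodes the macrophage marker F4/80, fell from 204 ± 41.9 to 59.6 ± 30.6 FPKM (SD, n = 7 each), with a log2 fold change of -1.86 (SE 0.25, adjusted p = 3.8e-04 from limma). The 12 markers of lipid-associated macrophages were also all lower, by a mean log2 fold change of -1.37 (adjusted p = 2.5e-06 from camera), and 9 of the 12 had an adjusted p under 0.05 among all genes and 10 adjusted over the list alone. Of the 10 genes of MHC class II, 9 were lower, 6 with an adjusted p under 0.05 among all genes and 7 adjusted over the list alone (mean log2 fold change -0.47, adjusted p = 0.0020 from camera). Each of these lists also passed with fry, limma's rotation test, at adjusted p of 4.1e-04, 0.0018 and 0.0030 in the order given. With the correlation between genes estimated from the data in place of the preset value, 0 of the 31 lists had an adjusted p under 0.05, and the macrophage markers had 0.203.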

GO enrichment analysis showed that inflammation-related gene transcription obviously exhibited a decrease in the SZ-A group (Figure 3C). This included genes involved in leukocyte chemotaxis, regulation of cytokine secretion, activation of cells involved in the immune response, and positive regulation of the immune response. 

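For leukocyte chemotaxis, the chemokine ligands and their receptors were tested as families by gene symbol. The mean log2 fold change of the 20 ligands in SZ-A against HFD mice was -0.35 (adjusted p = 0.0498 from camera), and 15 of the 20 were lower. Their mean log2(FPKM + 1) fell from 3.37 ± 0.26 to 3.02 ± 0.18 (SD, n = 7 each; exact permutation test, two-sided, p = 0.0047), with 2.53 ± 0.60 (SD, n = 6) in NC. Among all genes, 8 ligands had an adjusted p under 0.05, and 8 did so adjusted over the list alone. Of them, Cxcl14 (log2 fold change -1.55), Ccl8 (-1.20), Ccl4 (-1.13), Ccl9 (-0.96), Pf4 (-0.92), Cxcl16 (-0.85) and Cxcl10 (-0.37) were lower and Ccl27a was higher (0.79). The call on the family was lost in 5 of the 14 fits that left out 1 mouse. Without HFD replicate 1, which had the highest ligand level of its group, the mean was -0.25 and the call was among those lost. The 12 chemokine receptors had a mean log2 fold change of -0.34 (adjusted p = 0.0436 from camera), a call that 8 of the 14 such fits lost. Cxcr4 fell by 0.91 and Cxcr3 by 0.41, each with an adjusted p under 0.05 both among all genes and adjusted over the list alone. Over its alternatives the adjusted p of the ligands ranged from 0.0385 to 0.422 and that of the receptors from 0.0040 to 0.236. Of the 24 integrins, 14 were lower and 10 higher (mean -0.35, adjusted p = 0.0179 from camera), among them Itgax, which fell by 1.79 (SE 0.28, adjusted p = 0.0010 from limma). Itgae and Itga3 rose, by 0.46 and 0.76. Fry gave adjusted p of 0.0399 for the ligands, 0.0040 for the receptors and 5.0e-05 for the integrins. Among cytokines, Tnf changed by -0.35 (SE 0.27, adjusted p = 0.36 from limma), within the spread between mice. Its reads ranged from 10 to 90 over the HFD and SZ-A mice. It had an adjusted p of 0.026 from limma with array quality weights, the lowest over its alternatives, and changed by 0.02 with the epididymis score as covariate.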

KEGG enrichment analysis showed that the DEGs were primarily associated with Toll-like receptor (TLR) signaling pathways, cell adhesion molecules, and chemokine signaling pathways (Figure 3D). In addition, analysis of the top 100 DEGs using the STRING database showed that *Tlr1*, *Tlr7*, *Tlr8*, and *Tlr13* were at network nodes (Figure 3E). These results suggest that SZ-A regulates genes and pathways associated with adipose tissue inflammation in HFD mice, presumably by inhibiting the Toll-like receptor pathways to exert anti-inflammatory effects. 

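A list of 94 genes of Toll-like receptor signalling was written before the values were seen, and 83 of them were tested. The paper had already named this pathway, cell adhesion and chemokine signalling from these same mice. Tests of these lists are therefore not independent of its result. Of the 83 genes, 68 were lower and 15 higher in SZ-A than in HFD mice, with a mean log2 fold change of -0.39 (adjusted p = 8.4e-08 from camera and 3.4e-04 from fry). The mean log2(FPKM + 1) of the list was 2.86 ± 0.21 (SD, n = 6) in NC, 3.75 ± 0.11 (SD, n = 7) in HFD and 3.36 ± 0.15 (SD, n = 7) in SZ-A mice, with no overlap between the last pair. Among all genes 40 of the 83 had an adjusted p under 0.05, and 45 did so adjusted over the list alone. Of 86 genes of cell adhesion, 64 were tested and 44 were lower, with a mean log2 fold change of -0.30 (adjusted p = 2.3e-05 from camera and 6.0e-06 from fry). Their mean was 2.65 ± 0.44 (SD, n = 6) in NC, 3.51 ± 0.03 (SD, n = 7) in HFD and 3.21 ± 0.10 (SD, n = 7) in SZ-A. Here 27 genes had an adjusted p under 0.05 among all genes and 36 adjusted over the list alone, 24 of the 27 lower, such as Siglec1 (log2 fold change -1.78), Itgb2 (-1.54) and Ptprc (-1.28). Esam, F11r and Nectin2 were higher. Among the 82 lower genes past the threshold, genes of Toll-like receptor signalling were 10.8 times as frequent as among the 14695 tested (5 genes, Fisher's exact test, adjusted p = 4.7e-04), namely Tlr1, Tlr8, Tlr13, Ctsk and Spp1. With the epididymis score as covariate this call was lost (7.70 times, adjusted p = 0.115 by the same test). Ctsk and Spp1 are also lipid-associated macrophage markers, which were 104.5 times as frequent (7 genes, adjusted p = 3.3e-12 by the same test). Macrophage markers were 53.8 times as frequent (6 genes, adjusted p = 1.5e-08 by the same test). Only 2 cell adhesion genes (5.60 times as frequent, Fisher's exact test, adjusted p = 0.149) and 1 chemokine ligand (8.96 times, adjusted p = 0.291 by the same test) were among the 82, and 0 chemokine receptors. With the adjusted p alone as threshold, cell adhesion genes were 2.82 times as frequent (Fisher's exact test, adjusted p = 6.5e-06) and chemokine ligands 2.63 times (adjusted p = 0.0276 by the same test).

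**Figure D2:**
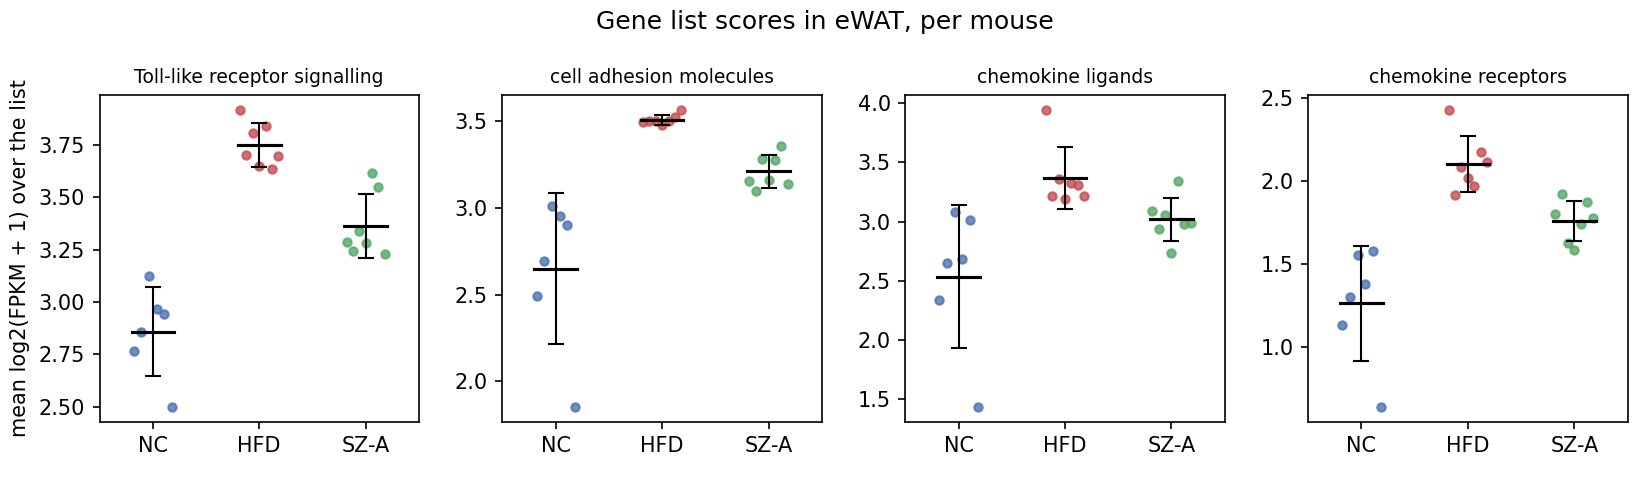
Mean log2(FPKM + 1) of the genes of Toll-like receptor signalling, cell adhesion molecules, chemokine ligands and chemokine receptors, per mouse in NC (n = 6), HFD (n = 7) and SZ-A (n = 7), with points for mice and bars for mean and SD. In each panel the SZ-A mean lies between those of NC and HFD.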

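Interactions from STRING were not used here, and the levels of the 4 receptors are given per gene. Tlr1 (ENSMUSG00000044827, chromosome 5 of GRCm38, 64924679 to 64933563, minus strand) had 0.513 ± 0.364 FPKM (SD, n = 6) in NC, 9.36 ± 2.41 (SD, n = 7) in HFD and 2.64 ± 1.30 (SD, n = 7) in SZ-A mice. Its log2 fold change in SZ-A against HFD was -1.54 (SE 0.19, adjusted p = 3.0e-04 from limma), and between -1.69 and -1.46 with each mouse left out in turn. It no longer passed 1.5 in 4 of those 14 fits, without HFD replicate 1 or 3 or SZ-A replicate 4 or 7. Tlr7 (ENSMUSG00000044583, chromosome X, 167304929 to 167330558, minus strand) had 1.44 ± 1.11 FPKM (SD, n = 6) in NC, 14.4 ± 3.46 (SD, n = 7) in HFD and 5.24 ± 1.40 (SD, n = 7) in SZ-A. At a log2 fold change of -1.31 (SE 0.17, adjusted p = 3.3e-04 from limma) it did not pass the threshold of 1.5. Tlr8 (ENSMUSG00000040522, chromosome X, 167242696 to 167264329, minus strand) had 0.998 ± 0.801 FPKM (SD, n = 6) in NC, 31.3 ± 5.11 (SD, n = 7) in HFD and 8.97 ± 5.40 (SD, n = 7) in SZ-A, a log2 fold change of -1.83 (SE 0.25, adjusted p = 4.1e-04 from limma). Tlr13 (ENSMUSG00000033777, chromosome X, 106143204 to 106160493, plus strand) had 0.960 ± 0.804 FPKM (SD, n = 6) in NC, 49.2 ± 21.9 (SD, n = 7) in HFD and 14.6 ± 7.25 (SD, n = 7) in SZ-A, a log2 fold change of -1.70 (SE 0.29, adjusted p = 0.0014 from limma). For each of the 4 genes every SZ-A mouse was below every HFD mouse (exact permutation test, two-sided, p = 5.8e-04). The paper singled out these 4 genes from the same mice, so that test is not independent of its choice. Over the alternatives other than leaving out mice, the change of SZ-A against HFD ranged from -1.92 to -1.34 for Tlr1. For Tlr13 it ranged from -1.82 to -1.47, so neither gene passed 1.5 in all of them. Against NC, the HFD mice were higher by a log2 fold change of 2.78 for Tlr1, 2.76 for Tlr7, 4.10 for Tlr8 and 4.67 for Tlr13. NC replicate 6 had the fewest reads of each, with 7 reads of Tlr1, 7 of Tlr7, 2 of Tlr8 and 4 of Tlr13, while the other NC mice had 13 to 69, 38 to 208, 21 to 128 and 43 to 166 in the same order. Ordered by p among the 14695 genes, Tlr1 was at place 40, Tlr7 at 48, Tlr8 at 72 and Tlr13 at 313. Tlr1 lies beside its paralog Tlr6, with which it can share reads.

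**Figure D3:**
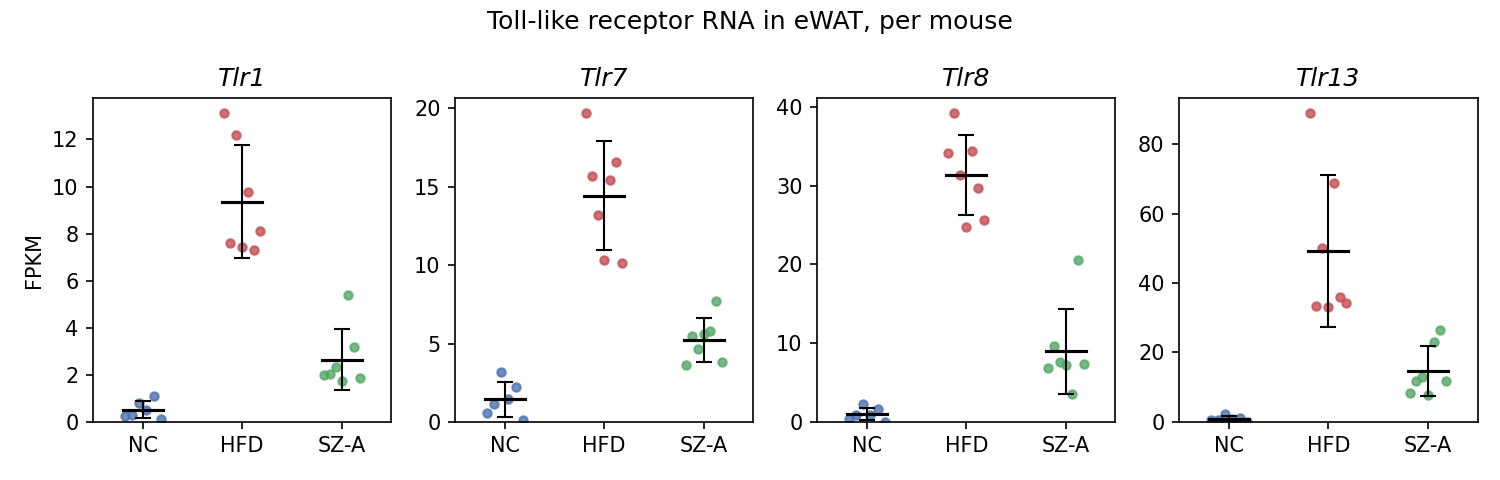
FPKM of Tlr1, Tlr7, Tlr8 and Tlr13 in the eWAT of each NC (n = 6), HFD (n = 7) and SZ-A (n = 7) mouse, with points for mice and bars for mean and SD. In each panel the 7 SZ-A mice lie below the 7 HFD mice.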

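Over the 11 Toll-like receptors in the data the mean log2 fold change of SZ-A against HFD was -0.89 (adjusted p = 2.5e-06 from camera and 1.4e-05 from fry), and 10 of the 11 were lower. With the correlation between genes estimated from the data, the adjusted p of the family was 0.0879. Of the 11 receptors, 8 had an adjusted p under 0.05 among all genes and 9 adjusted over the list alone. Besides the receptors at network nodes, these were Tlr2 (log2 fold change -1.06, adjusted p = 5.9e-04 from limma), Tlr6 (-0.95, adjusted p = 0.0015), Tlr4 (-0.84, adjusted p = 8.1e-04) and Tlr9 (-0.80, adjusted p = 0.0019). With all 3 groups in the fit Tlr4 had an adjusted p of 0.060 from limma, the highest over its alternatives, and Tlr9 had 6 reads in the SZ-A mouse with the fewest. Tlr5 rose by 0.42 (adjusted p = 0.0625 from limma), with 0.0024 under array quality weights as the lowest over its alternatives and a call in 4 of the 14 fits that left out 1 mouse, and NC replicate 6 lay far below the other NC mice for this gene. Tlr3 and Tlr11 changed by -0.11 and -0.08, less than the spread between mice. The adaptors and kinases that carry the signal of these receptors, 28 genes, had a mean log2 fold change of -0.23 (adjusted p = 0.0012 from camera and 0.0034 from fry), with 23 of the 28 lower. Of these, 11 had an adjusted p under 0.05 among all genes, 13 adjusted over the list alone, and 0 passed the threshold with the log2 fold change. Myd88 changed by -0.29 (SE 0.15, adjusted p = 0.17 from limma), with adjusted p between 0.0045, under array quality weights, and 0.302 over its alternatives. Ticam1, which encodes the adaptor TRIF, changed by -0.60 (SE 0.19, adjusted p = 0.033 from limma), a call lost in 7 of those 14 fits, with all 3 groups in the fit (adjusted p = 0.0837) and with the epididymis score as covariate (0.148). The transcription factor Irf8 changed by -0.92 (SE 0.24, adjusted p = 0.013 from limma), and by -0.59 with an adjusted p of 0.0850 from limma under the epididymis covariate, the highest over its alternatives. The mean log2(FPKM + 1) of the 11 receptors was 1.04 ± 0.44 (SD, n = 6) in NC, 2.95 ± 0.17 (SD, n = 7) in HFD and 2.06 ± 0.20 (SD, n = 7) in SZ-A, with the macrophage markers lower in the same mice. From the lower expression of genes of inflammation, the enriched pathways and the receptors at the network nodes, the paper proposes that SZ-A acts on inflammation of the adipose tissue, presumably through inhibition of Toll-like receptor pathways. It then examined eWAT by RT-PCR of these pathway genes and by immunohistochemistry of macrophages. Its discussion speculates that fewer infiltrating macrophages may account for the lower Toll-like receptor signalling.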

### 3.4. SZ-A Improves the Inflammatory Response of Epididymal Fat

Transcriptomic data suggest that SZ-A may have an ameliorative effect on adipose tissue inflammation in obese mice. Based on this, we further evaluated inflammatory cell infiltration, inflammatory factor, and gene transcription in the eWAT of mice in NC, HFD, and SZ-A-treated groups using immunohistochemistry, multi-factor assay, and real-time PCR, respectively. The serum multi-factor assay showed that the pro-inflammatory factors expression levels, including TNFα, IL6, PAI-1, Ang-2, and LEP, were significantly increased in the serum of HFD mice. However, SZ-A treatment obviously downregulated the expression of these pro-inflammatory factors (Figure 4A–E). In addition, SZ-A promoted the expression of ADPN in mouse serum (Figure 4F). Therefore, we hypothesized that SZ-A might alleviate the chronic inflammation of adipose tissue induced by HFD. Immunohistochemical results (Figure 4G,H) showed that F4/80 and CD86 positive markers were higher in the eWAT of mice in the HFD group than in the NC group, showing a dendritic structure. This indicated that the HFD increased the infiltration of pro-inflammatory M1 macrophages in eWAT. After treatment with SZ-A, the expression level of CD86 was significantly reduced, suggesting an alleviation effect of SZ-A on epididymal fat inflammation (Figure 4H).

Herein, RT-PCR was used to further examine the transcription of genes for the pro-inflammatory-related factors (such as *Tnfα*, *Mcp1*, *F4/80*, *Tlr2*, and so on) and the anti-inflammatory-related factors (including *Il4*, *Il10*, and *Il13*) in the eWAT of the obese mice (Figure 5). The results showed that the transcription of *Tnfα*, *Mcp1*, and *F4/80* was decreased in the eWAT of SZ-A-treated mice compared to those in the HFD group (Figure 5A–C), whereas the transcription of *Il4*, *Il10*, and *Il13* was increased (Figure 5D–F). The mRNA expression levels of *Tlr2*, *Tlr7*, *Tlr8*, and their downstream genes MyD88, TIR-domain-containing adaptor-inducing interferon (*Trif*), and interferon regulatory factor 8 (*Irf8*) were also examined, and the results showed that SZ-A significantly decreased the transcript levels of these genes in the toll-like receptor pathway (Figure 5G,H).

## 4. Discussion

It has been verified that obesity can cause chronic low-grade inflammation and increase the risk of systemic metabolic dysfunction associated with obesity-linked disorders. In addition to being an energy storage organ, the adipose tissue is also a critical endocrine organ, which can release various bioactive substances with pro-inflammatory or anti-inflammatory activities, such as adipose-derived secreted factors and adipokines. SZ-A, an extract of *Morus alba* L., was approved to treat T2DM in 2020. Besides, SZ-A also showed potential in decreasing weight gain in HFD-mice and in vitro anti-inflammatory. In this study, mice were fed with HFD for 14 weeks to create an obesity model. The most effective dose was selected at 400 mg/kg SZ-A, and this dose was used to conduct an in-depth study of the effects of SZ-A on the regulation of lipid metabolism and inflammation of adipose tissue.

Firstly, the adipose tissue of HFD-induced obese mice in pathological sections showed that SZ-A significantly reduced the size of adipocytes in both WAT and BAT. It is well known that central obesity is dangerous to human health [14]. Therefore, in this study, we selected the eWAT (abdominal adipose representative adipose tissue) from obese mice for lipid metabolism-related analysis. Our findings suggest that SZ-A inhibits the catalytic capacity of ACC in epididymal adipose tissue by promoting its phosphorylation, thereby inhibiting the de novo synthesis of fatty acids. As the core enzyme that catalyzes lipolysis in adipocytes, ATGL specifically catalyzes triglyceride catabolism, whereas HSL is primarily responsible for catalyzing diglyceride catabolism. It has been reported that lipolysis is reduced in ATGL-deficient mice, and lipid accumulation occurs in almost all tissues throughout the body [15]. The catalytic activity of HSL is primarily related to its phosphorylation site. Phosphorylation of the Ser563 site has been found to stimulate HSL activity and may enhance its catalytic activity by promoting the translocation of HSL to lipid droplets [16]. In this study, SZ-A significantly promoted the protein expression of ATGL, promoted the phosphorylation of HSL (Ser563), and increased the mRNA levels of both proteins. In addition, SZ-A promoted the protein expression and transcription of *Pparα* as well as the transcriptional level of *Cpt1a*. PPARα is a transcription factor that belongs to the member of the nuclear hormone receptor family and is a fatty-acid sensor. Activation of PPARα increases the catabolic oxidation of fatty acids and facilitates the transport of long-chain fatty acids to mitochondria via CPT1A, which in turn increases the fatty acids’ oxidative catabolism [17]. Accordingly, the results of this study suggest that SZ-A reduces fatty acid synthesis at its source as well as enhances fatty acid catabolism and oxidation by promoting the breakdown of triglycerides and diglycerides in eWAT, thereby reducing lipid accumulation, achieving weight loss, and improving lipid metabolism.

As a critical endocrine organ, the adipose tissue secretes many adipokines and inflammatory factors. Obesity triggers chronic inflammation, which is a sign of adipose tissue dysfunction and metabolic dysregulation. TNF-α and IL6 are two major pro-inflammatory factors in adipose tissue, and they are usually expressed at elevated levels in the serum and adipose tissue of obese individuals and involved in obesity-related systemic insulin resistance [4]. Compared with the non-obese population, PAI1 and Ang-2 levels were obviously higher in the obese population. PAI-1 is a member of the serine protease inhibitor family and plays an important regulatory part in the fibrinolytic process and thrombosis. Although the liver is the primary source of PAI-1, some studies have demonstrated that visceral fat in obese people is the predominant cause of elevated PAI-1 levels. Moreover, the elevated PAI-1 expression triggers cardiovascular diseases, such as atherosclerosis [18]. Ang-2 is mainly secreted by adipose tissue, and while getting obese, its level would be increased. Ang-2 plays a substantial role in the development of obesity-type hypertension and insulin resistance [19]. Clinical data show that serum LEP levels are elevated and ADPN levels are reduced in obese individuals. LEP primarily acts on the central nervous system and regulates energy metabolism by suppressing appetite. Circulating LEP levels are proportionally correlated with fat mass, and obese individuals have higher levels of LEP but no anorexic response, a phenomenon known as leptin resistance [20]. Furthermore, LEP has pro-inflammatory activity, and its elevated levels are associated with insulin resistance and liver fibrosis in obese individuals [21]. To date, ADPN is an adipokine that is negatively associated with obesity, but its levels are higher in healthy people who have gained weight and are lower in a metabolically disturbed state of obesity. Increased ADPN expression is expected to increase insulin sensitivity and reduce cardiovascular risk in obese people [22]. In this study, the results of the serum multi-factor assay showed that the SZ-A-treated group showed noteworthy lower serum levels of TNFα, IL6, PAI1, Ang-2, and LEP and higher serum expression levels of ADPN compared to the HFD group. SZ-A exhibits excellent in ameliorating HFD-induced organismal and adipose tissue inflammation in obese mice.

Obesity usually induces macrophage accumulation and inflammation in adipose tissues. Adipocytes in obese people secrete more pro-inflammatory and chemotactic factors, causing large numbers of macrophages to recruit into adipose tissue and triggering persistent low-grade chronic inflammation. Low-grade chronic inflammation is always affiliated with chronic diseases, such as insulin resistance, NAFLD, and cardiovascular pathology. The development of adipose tissue inflammation is largely dependent on inflammatory cells, such as macrophages recruited to the adipose tissue, particularly pro-inflammatory M1-type macrophages. M1-type macrophages have been reported to be the major generator of pro-inflammatory cytokines and involve dead or dying adipocytes in adipose tissue, modeling a typical coronal structure [23]. The results of the eWAT transcriptome analysis in mice display that SZ-A has a regulatory role in inflammatory genes and pathways in epididymal fat. Therefore, we examined inflammatory factors and cells in the eWAT of HFD-induced obese mice. The results of the immunohistochemical analysis showed that SZ-A treatment could remarkably reduce the counts of both total macrophages and M1-type cells. SZ-A treatment significantly down-regulated the transcription of the pro-inflammatory factors *Tnfα* and *Mcp1*, which may be related to the reduction of the count of macrophages in adipose tissue after SZ-A treatment. This further suggested that SZ-A achieved the amelioration of improving adipose tissue inflammation by reducing macrophage infiltration in adipose tissue, which in turn significantly inhibited the expression of pro-inflammatory factors *Tnfα* and *Mcp1* and up-regulated the gene transcription of anti-inflammatory factors *Il4*, *Il10*, and *Il13.*

Numerous studies have confirmed that Toll-like pattern recognition receptors play an essential role in mediating the proinflammatory effects of free fatty acids [24]. In this study, transcriptome analysis showed that SZ-A could down-regulate the transcription of genes in the Toll-like receptor pathway. TLRs are innate immune pattern recognition receptors expressed in different cells and tissues. Upon binding to ligands, TLRs undergo conformational changes, forming homo- or heterodimers that subsequently recruit bridging proteins, such as MyD88 and TIRF, and initiate intracellular signaling cascades. In adipose tissue, the TLR signaling pathway is important for regulating immune responses [25]. Activation of the TLR2 signaling pathway has been reported to be associated with chronic inflammation, which triggers the development of insulin resistance in adipocytes. TLR2 expression is increased in the muscle and adipose tissue of HFD mice, and TLR2 gene silencing improves insulin resistance in these mice. This implies that TLR2 is an important regulator of the inflammatory and metabolic pathways of HFD-induced obesity [26]. TLR7 and TLR8 are expressed in adipocyte endosomes and lysosomes, respectively. They are up-regulated in the adipose tissue and promote metabolic inflammation in obese individuals [27,28]. In this study, the RT-PCR results of eWAT indicated that SZ-A significantly inhibited the transcription of *Tlr2*, *Tlr7*, and *Tlr8* and their downstream bridging proteins, including *MyD88*, *Tirf*, and *Irf8*. Therefore, SZ-A may have a regulatory effect on the Toll-like receptor pathway, and we speculated that the reduction in TLR signaling may be due to a decrease in adipose tissue infiltrated macrophages.

## 5. Conclusions

In this study, SZ-A (six weeks of treatment) improved lipid metabolism and inhibited weight gain in HFD-induced obese mice by inhibiting fatty acid synthase and increasing lipolytic enzyme expression to inhibit fat accumulation. In addition, SZ-A was seen to have a beneficial effect on obesity-induced chronic inflammation of adipose tissue. SZ-A can reduce the expression of pro-inflammatory factors such as PAI1, Ang-2, TNFα, IL6, and LEP; reduce the recruitment of macrophages, especially M1 macrophages; inhibit the transcription of *Tlr2*, *Tlr7*, *Tlr8*, and their downstream bridging proteins *MyD88*, *Tirf*, and *Irf8*; and up-regulate the expression of anti-inflammatory factors *Il4*, *Il10*, and *Il13* at the level of mRNA.

Thus, SZ-A, a natural anti-diabetic agent, has been shown to be effective in improving disorders of lipid metabolism and adipose tissue inflammation in HFD-induced obese mice.

## Figures and Tables

**Figure 1:**
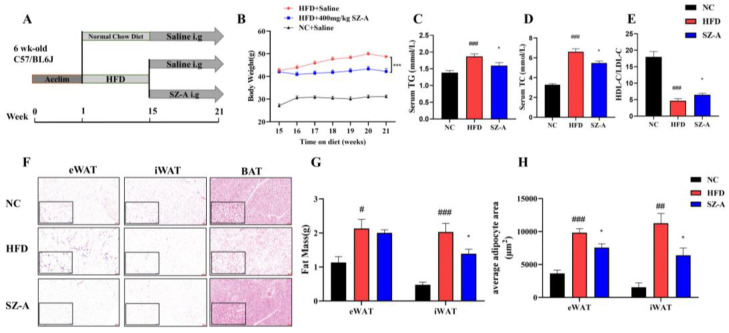
(**A**) Schematic diagram of the experimental procedure (*n* = 10/group). (**B**) SZ-A (400 mg/kg i.g.) significantly inhibited HFD-induced weight gain. (*n =* 10/group) (**C**–**E**) Effects of SZ-A (400 mg/kg) on serum levels of TGs (**C**), TC (**D**) and HDL-C/LDL-C (**E**) (*n* = 6/group) (**F**) Representative images of hematoxylin-eosin (H&E) staining of eWAT, iWAT, and BAT to observe lipid droplet size. (Scale bar, 100 μm in red and 50 μm in blue). (**G**) Total fat mass. (**H**) Quantification of eWAT and iWAT adipocyte area (*n =* 3~5/group). Values represent mean ± SEM. (# *p <* 0.05, ## *p <* 0.01, ### *p <* 0.001 HFD vs. NC and * *p* < 0.05, *** *p* < 0.001 HFD vs. SZ-A).

**Figure 2:**
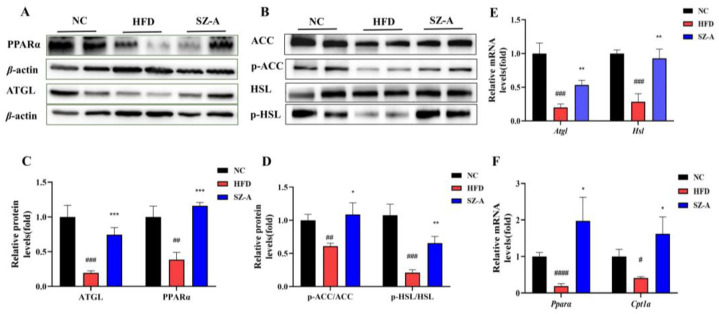
(**A**) Protein expressions of PPARα and ATGL in eWAT were determined using western blotting. (**B**) Protein expressions of ACC, p-ACC, HSL, and p-HSL in eWAT were determined using western blotting (*n* = 5~6/group). (**C**) and (**D**) Protein expression histograms. (**E**) and (**F**) Relative mRNA expression levels of genes, including *Atgl*, *Hsl*, *Pparα*, and *Cpt1a* (*n* = 4~6/group). Values represent mean ± SEM. (# *p <* 0.05, ## *p <* 0.01, ### *p <* 0.001, #### *p* < 0.0001, HFD vs. NC and * *p <* 0.05, ** *p* < 0.01, *** *p* < 0.001 HFD vs. SZ-A).

**Figure 3:**
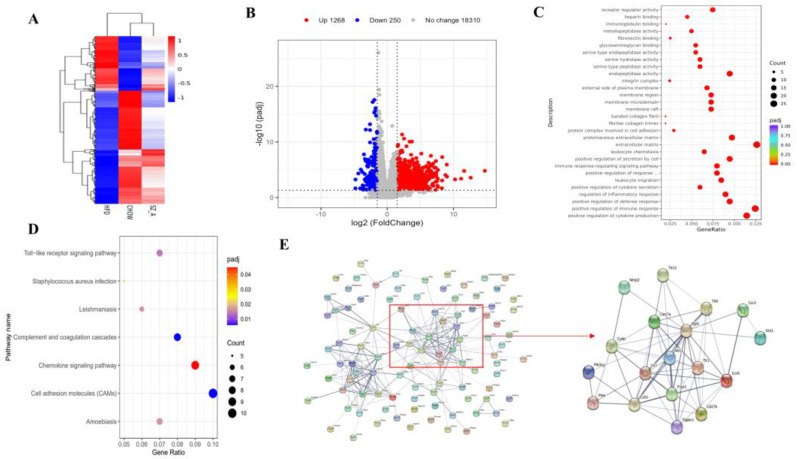
(**A**) Heatmap of NC, HFD, and SZ-A groups differential genes (Padj < 0.05, |log2(foldchange)|> 1.5) in eWAT (**B**) Volcano plot of the differentially expressed genes (Padj < 0.05, |log2(foldchange)| > 1.5) in eWAT of HFD control and SZ-A group (*n* = 7/group). Red and blue represent the high and low expression of genes in the SZ-A group, respectively. (**C**) GO analysis on the down-regulated genes in the SZ-A group. (**D**) KEGG analysis on the down-regulated genes in the SZ-A group. (**E**) Protein-protein interaction network analysis of the top 100 differential genes using String database.

**Figure 4:**
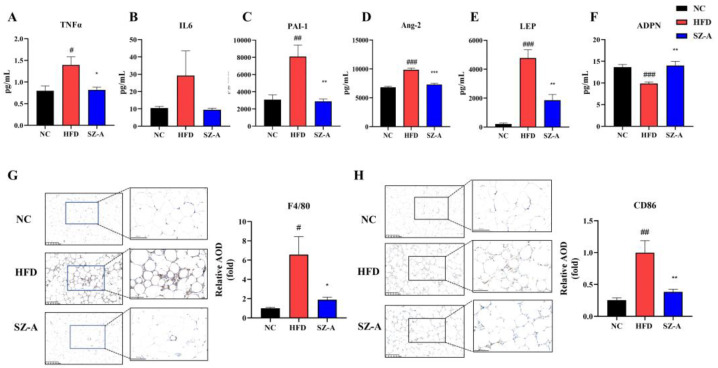
Inflammatory factors TNFα (**A**), IL6 (**B**), PAI-1 (**C**), Ang-2 (**D**), LEP (**E**) and ADPN (**F**) in the serum of the three groups of mice (*n* = 6/group). Representative images of F4/80 (**G**) and CD86 (**H**) immunohistochemical staining of the eWAT (Scale bar, 100 µm, and 200 µm). The histograms indicate quantification of F4/80 or CD86 positive area per field (*n* = 6/group). Values represent mean ± SEM. (# *p <* 0.05, ## *p <* 0.01, ### *p <* 0.001 HFD vs. NC and * *p* < 0.05, ** *p* < 0.01, *** *p <* 0.001 HFD vs. SZ-A).

**Figure 5:**
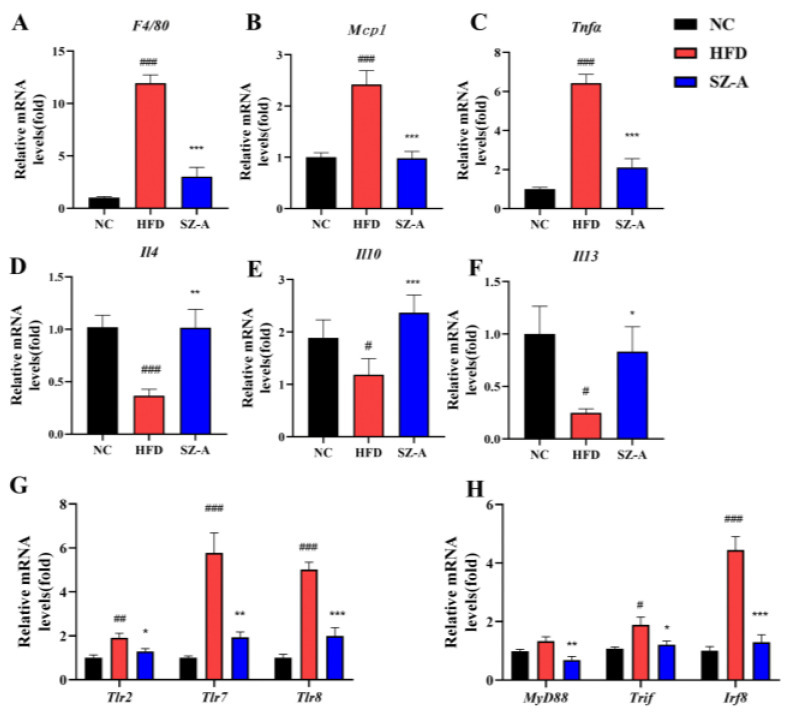
(**A**–**C**) Relative mRNA expression levels of the pro-inflammatory-related factors, including *F4/80*, *Mcp1*, and *Tnfα*, in the three groups. (**D**–**F**) Relative mRNA expression levels of the anti-inflammatory-related factors, including *Il4*, *Il10*, and *Il13*, in the three groups. (**G**,**H**) Relative mRNA expression levels of *Tlrs* and downstream genes, including *Tlr2*, *Tlr7*, *Tlr8*, *MyD88*, *Trif*, and *Irf8*. (*n* = 6/group). Values represent mean ± SEM. (# *p <* 0.05, ## *p <* 0.01, ### *p <* 0.001 HFD vs. NC and * *p <* 0.05, ** *p <* 0.01, *** *p <* 0.001 HFD vs. SZ-A).

## Data Availability

RNA sequencing data have been submitted to the Gene Expression Omnibus (GEO) under accession number (GSE214618).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14235050/s1, Table S1: Primers for RT-PCR; Figure S1: MRI of mice.

## References

[1] James W.P. (2008). WHO recognition of the global obesity epidemic. Int. J. Obes..

[2] Gregor M.F., Hotamisligil G.S. (2011). Inflammatory mechanisms in obesity. Annu. Rev. Immunol..

[3] Sakers A., De Siqueira M.K., Seale P., Villanueva C.J. (2022). Adipose-tissue plasticity in health and disease. Cell.

[4] Ouchi N., Parker J.L., Lugus J.J., Walsh K. (2011). Adipokines in inflammation and metabolic disease. Nat. Rev. Immunol..

[5] Olefsky J.M., Glass C.K. (2010). Macrophages, inflammation, and insulin resistance. Annu. Rev. Physiol..

[6] Effting P.S., Thirupathi A., Muller A.P., Pereira B.C., Sepa-Kishi D.M., Marqueze L.F.B., Vasconcellos F.T.F., Nesi R.T., Pereira T.C.B., Kist L.W. (2022). Resistance Exercise Training Improves Metabolic and Inflammatory Control in Adipose and Muscle Tissues in Mice Fed a High-Fat Diet. Nutrients.

[7] Pemmari T., Hämäläinen M., Ryyti R., Peltola R., Moilanen E. (2022). Cloudberry (*Rubus chamaemorus* L.) Supplementation Attenuates the Development of Metabolic Inflammation in a High-Fat Diet Mouse Model of Obesity. Nutrients.

[8] Qu L., Liang X., Tian G., Zhang G., Wu Q., Huang X., Cui Y., Liu Y., Shen Z., Xiao C. (2021). Efficacy and Safety of Mulberry Twig Alkaloids Tablet for the Treatment of Type 2 Diabetes: A Multicenter, Randomized, Double-Blind, Double-Dummy, and Parallel Controlled Clinical Trial. Diabetes Care.

[9] Lei L., Huan Y., Liu Q., Li C., Cao H., Ji W., Gao X., Fu Y., Li P., Zhang R. (2022). *Morus alba* L. (Sangzhi) Alkaloids Promote Insulin Secretion, Restore Diabetic beta-Cell Function by Preventing Dedifferentiation and Apoptosis. Front. Pharm..

[10] Liu Q., Liu S., Cao H., Ji W., Li C., Huan Y., Lei L., Fu Y., Gao X., Liu Y. (2021). Ramulus Mori (Sangzhi) Alkaloids (SZ-A) Ameliorate Glucose Metabolism Accompanied by the Modulation of Gut Microbiota and Ileal Inflammatory Damage in Type 2 Diabetic KKAy Mice. Front. Pharmcol..

[11] Chen Y.M., Lian C.F., Sun Q.W., Wang T.T., Liu Y.Y., Ye J., Gao L.L., Yang Y.F., Liu S.N., Shen Z.F. (2022). *Ramulus Mori* (Sangzhi) Alkaloids Alleviate High-Fat Diet-Induced Obesity and Nonalcoholic Fatty Liver Disease in Mice. Antioxidants.

[12] Cao H., Ji W., Liu Q., Li C., Huan Y., Lei L., Fu Y., Gao X., Liu Y., Liu S. (2021). *Morus alba* L. (Sangzhi) alkaloids (SZ-A) exert anti-inflammatory effects via regulation of MAPK signaling in macrophages. J. Ethnopharmacol..

[13] Yang S., Mi J., Liu Z., Wang B., Xia X., Wang R., Liu Y., Li Y. (2017). Pharmacokinetics, Tissue Distribution, and Elimination of Three Active Alkaloids in Rats after Oral Administration of the Effective Fraction of Alkaloids from *Ramulus Mori*, an Innovative Hypoglycemic Agent. Molecules.

[14] Gesta S., Tseng Y.H., Kahn C.R. (2007). Developmental origin of fat: Tracking obesity to its source. Cell.

[15] Haemmerle G., Lass A., Zimmermann R., Gorkiewicz G., Meyer C., Rozman J., Heldmaier G., Maier R., Theussl C., Eder S. (2006). Defective lipolysis and altered energy metabolism in mice lacking adipose triglyceride lipase. Science.

[16] Nielsen T.S., Jessen N., Jorgensen J.O., Moller N., Lund S. (2014). Dissecting adipose tissue lipolysis: Molecular regulation and implications for metabolic disease. J. Mol. Endocrinol..

[17] Aloia A., Mullhaupt D., Chabbert C.D., Eberhart T., Fluckiger-Mangual S., Vukolic A., Eichhoff O., Irmisch A., Alexander L.T., Scibona E. (2019). A Fatty Acid Oxidation-dependent Metabolic Shift Regulates the Adaptation of BRAF-mutated Melanoma to MAPK Inhibitors. Clin. Cancer Res..

[18] Shimomura I., Funahashi T., Takahashi M., Maeda K., Kotani K., Nakamura T., Yamashita S., Miura M., Fukuda Y., Takemura K. (1996). Enhanced expression of PAI-1 in visceral fat: Possible contributor to vascular disease in obesity. Nat. Med..

[19] Tabata M., Kadomatsu T., Fukuhara S., Miyata K., Ito Y., Endo M., Urano T., Zhu H.J., Tsukano H., Tazume H. (2009). Angiopoietin-like protein 2 promotes chronic adipose tissue inflammation and obesity-related systemic insulin resistance. Cell. Metab..

[20] de Git K.C., Adan R.A. (2015). Leptin resistance in diet-induced obesity: The role of hypothalamic inflammation. Obes. Rev..

[21] Petrescu A.D., Grant S., Williams E., An S.Y., Seth N., Shell M., Amundsen T., Tan C., Nadeem Y., Tjahja M. (2022). Leptin Enhances Hepatic Fibrosis and Inflammation in a Mouse Model of Cholestasis. Am. J. Pathol..

[22] Singh P., Sharma P., Sahakyan K.R., Davison D.E., Sert-Kuniyoshi F.H., Romero-Corral A., Swain J.M., Jensen M.D., Lopez-Jimenez F., Kara T. (2016). Differential effects of leptin on adiponectin expression with weight gain versus obesity. Int. J. Obes..

[23] Weisberg S.P., McCann D., Desai M., Rosenbaum M., Leibel R.L., Ferrante A.W. (2003). Obesity is associated with macrophage accumulation in adipose tissue. J. Clin. Investig..

[24] Nguyen M.T., Favelyukis S., Nguyen A.K., Reichart D., Scott P.A., Jenn A., Liu-Bryan R., Glass C.K., Neels J.G., Olefsky J.M. (2007). A subpopulation of macrophages infiltrates hypertrophic adipose tissue and is activated by free fatty acids via Toll-like receptors 2 and 4 and JNK-dependent pathways. J. Biol. Chem..

[25] Kim S.J., Choi Y., Choi Y.H., Park T. (2012). Obesity activates toll-like receptor-mediated proinflammatory signaling cascades in the adipose tissue of mice. J. Nutr. Biochem..

[26] Caricilli A.M., Nascimento P.H., Pauli J.R., Tsukumo D.M., Velloso L.A., Carvalheira J.B., Saad M.J. (2008). Inhibition of toll-like receptor 2 expression improves insulin sensitivity and signaling in muscle and white adipose tissue of mice fed a high-fat diet. J. Endocrinol..

[27] Ahmad R., Kochumon S., Thomas R., Atizado V., Sindhu S. (2016). Increased adipose tissue expression of TLR8 in obese individuals with or without type-2 diabetes: Significance in metabolic inflammation. J. Inflamm..

[28] Sindhu S., Wilson A. (2015). Increased Adipose Tissue Expression of Toll-Like Receptor (TLR)-7 in Obese Individuals: Significance in Metabolic Disease. J. Glycom. Lipidom..

# Supplementary material for: Ramulus Mori (Sangzhi) Alkaloids Ameliorate Obesity-Linked Adipose Tissue Metabolism and Inflammation in Mice
**Source:** Nutrients. 2022 Nov 27;14(23):5050. doi: 10.3390/nu14235050
**Supplement:** Supplementary file 1

## Supplementary Information

Table S1: Primers for RT-PCR

|                  |                         |
|------------------|-------------------------|
| Ppia-F           | AGCTCTGAGCACTGGAGAGA    |
| Ppia-R           | GCCAGGACCTGTATGCTTTA    |
| Atgl-F           | GACCTGATGACCACCCTTTCC   |
| Atgl-R           | TGCTACCCGTCTGCTCTTTCA   |
| Cpt1a-F          | CTCCGCCTGAGCCATGAAG     |
| Cpt1a-R          | CACCAGTGATGATGCCATTCT   |
| Ppar $\alpha$ -F | AGAGCCCCATCTGTCTCTCTC   |
| Ppar $\alpha$ -R | ACTGGTAGTCTGCAAACCAAA   |
| Hsl-F            | AAGGACTCACCGCTGACTTCC   |
| Hsl-R            | GCCTGTCTCGTTGCGTTTGTA   |
| F4/80-F          | ACCACAATACCTACATGCACC   |
| F4/80-R          | AAGCAGGCGAGGAAAAGATAG   |
| Mcp-1-F          | TTAAAAACCTGGATCGGAACCAA |
| Mcp-1-R          | GCATTAGCTTCAGATTTACGGGT |
| Tnf $\alpha$ -F  | CTTCTGTCTACTGAACCTCGGG  |
| Tnf $\alpha$ -R  | CAGGCTTGTCACTCGAATTTTG  |
| Il4-F            | GGTCACCCCCAGCTAGT       |
| Il4-R            | GCCGATCTCTCTCAAGTGAT    |
| Il10-F           | CTTACTGACTGGCATGAGGATCA |
| Il10-R           | GCAGCTCTAGGAGCATGTGG    |
| Il13-F           | CCTGGCTCTTGCTTGCCTT     |
| Il13-R           | GGTCTTGTGTGATGTTGCTCA   |
| Tlr1-F           | GGTTGGTGGTCTCGGGTATTG   |
| Tlr1-R           | GGCGATGTCACCCCAAACA     |
| Tlr7-F           | ATGTGGACACGGAAGAGACAA   |
| Tlr7-R           | GGTAAGGGTAAGATTGGTGGTG  |
| Tlr8-F           | GAAAACATGCCCCCTCAGTCA   |
| Tlr8-R           | CGTCACAAGGATAGCTTCTGGAA |
| Tlr13-F          | GATCGACGAAGGTGCCTTTAG   |
| Tlr13-R          | TGGACTGCTTCAAGAATACCAGA |
| MyD88-F          | AAGAAAGTGAGTCTCCCCTC    |
| MyD88-R          | TCCCATGAAACCTCTAACAC    |
| Trif-F           | ATGGATAACCCAGGGCCTT     |
| Trif-R           | TTCTGGTCACTGCAGGGGAT    |
| Irf8-F           | CGGGGCTGATCTGGGAAAAT    |
| Irf8-R           | CACAGCGTAACCTCGTCTTC    |

We have performed MRI on mice of HFD and SZ-A groups by using a Pharma Scan70/16US small animal MRI (Bruker, Ettlingen, Germany). As shown in the following MRI FigureS1, the area of subcutaneous fat in the SZ-A group was significantly fewer than that in the HFD group.

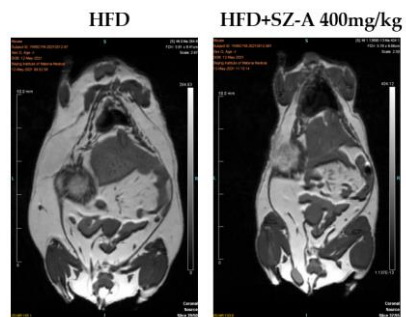

Figure S1. MRI of mice

How the deposited data were processed for this re-analysis (not part of the article)

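RNA from the eWAT of 20 mice was analysed, 6 NC, 7 HFD and 7 SZ-A by the labels of the deposited data, whereas the paper gives 7 per group. The authors purified poly(A) RNA, sequenced it as paired-end reads, aligned the reads to GRCm38 with HISAT2 and compared groups with DESeq2. The values used here are the FPKM that the authors deposited for 14776 genes, so alignment, counting and scaling to gene length and library size were already done. The program that counted reads, the annotation release and the filter on genes are not named in the paper's text. Each of the 14776 genes was above 0 in every mouse, and all 20 columns were used. In GENCODE release M21 for GRCm38, 14770 of the genes were found and 6 were not, and 13057 were protein-coding. The smallest correlation of log2 values between 2 mice was 0.667, and 0 pairs of mice had identical values.

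The reads behind each value were recovered from the deposited FPKM. A value multiplied by the summed exon length of its gene was close to a whole multiple of a single step per mouse. This held for 96.0% to 96.3% of the values under 1000 reads, at a tolerance wider than the 0.01 reads used to find the step. A share of at least 0.95 was required of the step, so a high share is partly built in. The step implies a library size between 13938405 and 19591891, and the reads on the deposited genes came to between 0.921 and 1.12 times that size. The implied sizes followed median-ratio scaling factors with a spread of 0.665% (SD), against 5.86% for the plain totals of the table. Whether a read here is a read or a fragment of a pair is not known. Mitochondrial genes took from 3.30% to 8.34% of the reads in NC, 1.67% to 2.92% in HFD and 1.67% to 11.6% in SZ-A mice. The 10 largest genes took from 7.72% to 13.8% over all mice. At least 1 mouse had fewer than 10 reads for 2696 genes and exactly 1 read for 615 genes. The labels and the paper give no sequencing date or batch.

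HFD was compared with NC, SZ-A with HFD and SZ-A with NC by limma 3.58.1 in R 4.3.3, on log2(FPKM + 1) for genes with a mean of at least 0.1 FPKM over the mice compared. The fit used lmFit and eBayes with a trend of the variance over expression level and Benjamini-Hochberg adjustment over all genes tested. DESeq2 was not used here, and the recovered reads served only an alternative with voom. The threshold was an adjusted p under 0.05 and a log2 fold change above 1.5 in either direction, as in the paper's methods; the paper's results give a fold change above 1.5, which was run as an alternative. Exact permutation tests of single genes and of list scores were two-sided and used every regrouping of the mice. On simulated data with 14614 genes, of which 200 were changed by a log2 fold change of 2, the same steps called 198 of the 200 and 1 unchanged gene, and made 0 calls where no gene was changed. The changed genes were drawn from those of higher expression, and the noise was independent between genes. The simulation therefore says nothing of genes of low FPKM or of variation that genes share. Other splits of the real SZ-A and HFD mice gave up to 47 genes. Tables were prepared with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and plots with matplotlib 3.10.9.

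The memberships of GO, KEGG and STRING were not used here. Gene lists for receptor families, pathways and cell types were written by hand or by gene symbol, after the terms that the paper names for these same mice. Those with at least 2 genes among the genes tested, 31 lists, were tested with camera of limma at a preset correlation between genes of 0.01, with adjustment over the lists, and with fry and an estimated correlation as alternatives. A list's score is the mean of log2(FPKM + 1) over its tested genes. Over-representation among genes past the threshold was tested with Fisher's exact test against all genes tested, adjusted over the lists. A gene changed by HFD was counted as moved back when SZ-A changed it in the opposite direction, and this share was compared with 100 simulations of unchanged groups.

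The comparisons, the thresholds, the gene lists and the rule for naming genes were set before the data were examined, as were the alternatives apart from the epididymis covariate. The genes named are each gene the paper names, each Toll-like receptor in the data, the 5 largest rises and falls of SZ-A against HFD and the 3 largest of HFD against NC among genes past the threshold whose groups did not overlap, and members of a list where the list is the result. Some genes that this rule covers are not reported here. Ccl2, Il6, Il10 and Il13, which the paper names, were not analysed here. The alternatives were pseudocounts of 0.1 and 0.01, no filter, a mean of at least 1 FPKM, protein-coding genes only, quantile normalization, median-ratio scaling, all 3 groups in the fit, array quality weights, robust variance, voom on the recovered reads, the replicate number as a block, an exact rank test, the adjusted p alone, a fold change above 1.5, fry, an estimated correlation, separate HFD mice for each comparison, and leaving out each mouse in turn. For each result of a fit across genes, 100 splits of the mice into groups of the same sizes, the real split included, were drawn with a fixed seed.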

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

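Each test of an explanation in this part was chosen after the result it bears on was seen. The marker lists, fry, the estimated correlation, quantile normalization and leaving out each mouse were themselves set before the data were examined. The tests of depth replaced a first comparison of ranks. That comparison could not decide, since NC replicate 6 and SZ-A replicate 5 each have the fewest reads of their group. A mouse was singled out when its gap to the nearest mouse of its group, divided by the range of the group, passed Dixon's critical value. This occurred in 19 of 234 groups of values, where 11.7 would be met by chance.

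Of the 19, 11 concern NC replicate 6. Its adipocyte marker score was 4.41 on the log2 scale, against 7.90 to 9.16 in the other NC mice. The collagen score was 0.87 against 2.12 to 2.63, and the score of fatty acid and triglyceride synthesis 4.32 against 5.49 to 6.00. Single genes on the log2(FPKM + 1) scale were low for Adipoq (4.79 against 9.75 to 11.15), Cfd (7.84 against 12.21 to 13.70), Lep (1.12 against 5.54 to 7.57), Lipe (3.68 against 6.89 to 8.18), Tlr5 (0.44 against 1.20 to 1.40) and Angpt2 (0.027 against 1.45 to 2.30). They were high for Adgrg2 (8.72 against 2.74 to 4.95) and Cpt1a (6.75 against 4.61 to 5.35). Low depth is argued against, since the reads of this mouse were 78.7% of the median of the other NC mice while its adipocyte marker level was 5.37% of theirs. A smaller share of adipose tissue in the piece sequenced stays open and may explain the low values, since 5 of 5 scores (adipocyte, endothelial, fibroblast, macrophage and collagen) were lowest in this mouse. What made up the rest of the piece was not tested, nor was a mislabelled sample. Without NC replicate 6, the log2 fold change of HFD against NC was -1.13 in place of -0.16 for Adipoq, 1.96 in place of 2.85 for Lep, -5.26 in place of -4.42 for Cfd, -0.94 in place of -0.30 for Lipe, -0.48 in place of -0.33 for Tlr5, 1.26 in place of 1.57 for Angpt2, -2.67 in place of -3.50 for Adgrg2 and 1.28 in place of 0.96 for Cpt1a. Only for Adipoq and Tlr5 among these did that bring the adjusted p from limma to the other side of 0.05.

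SZ-A replicate 5 had the largest mitochondrial share of reads of its group, 11.6% against 1.67% to 5.11%, and the highest neutrophil score, 3.57 against 1.81 to 2.43, from 2 genes. Its reads were 84.1% of the median of the other SZ-A mice and its mitochondrial share was 358% of theirs, which argues against depth alone. RNA quality and the state of the tissue were not tested, and no biological explanation was tested. Without this mouse the neutrophil list changed by -0.48 between SZ-A and HFD, in place of -0.25, with an adjusted p above 0.05 either way.

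The other 6 are spread over 6 mice and no explanation of them was tested. HFD replicate 1 had a chemokine ligand score of 3.95 against 3.19 to 3.36, NC replicate 2 a mesothelial score of 5.83 against 3.81 to 4.32, and SZ-A replicate 7 a smooth muscle score of 5.54 against 2.45 to 3.73. The mitochondrial share of NC replicate 1 was 8.34% against 3.30% to 4.80%. Adgrg2 in SZ-A replicate 2 was 6.70 against 1.49 to 3.50, and Angpt2 in HFD replicate 5 was 3.71 against 2.87 to 3.22. Without the mouse concerned, the change between SZ-A and HFD was 0.59 in place of 0.97 for smooth muscle and 1.30 in place of 1.92 for Adgrg2, and the chemokine ligands changed by -0.25 in place of -0.35 and lost their call.

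Signals also appeared in cell types that the paper does not discuss, in 5 marker lists written before the values were seen that lay past the threshold of camera between SZ-A and HFD. The rule that picked these 5 was set after the list values were seen, and they are not all such lists. The T cell, endothelial, smooth muscle and spermatid lists also passed camera, but none of them passed with fry. The mean log2 fold change was -0.83 for B cell markers (5 of 5 lower, adjusted p = 0.0229 from camera), -1.81 for mast cell markers (6 of 6 lower, adjusted p = 0.0020), -1.02 for fibroblast and preadipocyte markers (11 of 12 lower, adjusted p = 3.0e-07), 2.18 for red blood cell markers (5 of 5 higher, adjusted p = 0.0014) and -0.95 for proliferation markers (8 of 8 lower, adjusted p = 2.5e-06). None of the 5 had an adjusted p under 0.05 with the correlation between genes estimated from the data, where the range was 0.0760 to 0.277, while all 5 did with fry, between 1.1e-05 and 0.0079. Over 15 alternatives, the estimated correlation included, the B cell list lost its call in 2 and each of the other lists in 1. Exact permutation tests of the list scores, two-sided with 7 mice against 7, gave p = 0.0023, 0.0041, 5.8e-04, 0.0017 and 5.8e-04 in the same order. The largest falls among the mast cell markers were those of Cpa3 (-2.64), Cma1 (-2.55), Tpsb2 (-2.51) and Mcpt4 (-2.46). Among proliferation markers Top2a changed by -1.23 and Mki67 by -1.16.

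A single mouse is argued against as the whole cause of these 5, since with any 1 mouse left out each stayed past the threshold, and the mean nearest to 0 was -0.73 for B cells, -1.58 for mast cells, -0.96 for fibroblasts, 1.77 for red blood cells and -0.86 for proliferation. Scaling between mice is argued against by quantile normalization, with -0.86, -1.80, -1.003, 2.11 and -0.99. Reads shared between near-identical copies leave the split among the globin genes Hba-a1 (2.36), Hba-a2 (1.83), Hbb-bs (2.41) and Hbb-bt (2.45) uncertain, though Alas2, which has no such copy in the list, rose by 1.85 without overlap between the groups. The rise of red blood cell markers was uneven, with Hbb-bs at 155 to 5627 FPKM in SZ-A mice, and may come from blood left in the tissue as well as from a change in the tissue, with a list mean of 1.77 at least with any mouse left out. Blood content was not measured. An effect of SZ-A on B cells, mast cells, fibroblasts and dividing cells remains a hypothesis found and tested on the same mice.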

How the results depend on the processing

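The epididymis marker score as covariate was chosen after seeing the data. The other alternatives were not, and all of them ran. For 19 main results, 281 values under 18 settings other than leaving out mice gave 217 on the same side, 12 weaker, 8 newly past the threshold, 44 counts more than 1.5 times away and 0 reversed. Under every one of these settings run on them, 4 of the 19 stayed on the same side: the over-representation of Toll-like receptors (5.46 to 53.4 times), of Toll-like receptor signalling and of chemokine receptors, which was never past the threshold, and the share of genes moved back (96.5% to 99.2%). Having no filter, a robust variance and median-ratio scaling moved almost nothing, and say nothing of stability. The library sizes behind the deposited values already followed median-ratio factors. The exact rank test, both other thresholds and the tests of lists were run only where they apply. Except where said, the cause of a change was not tested.

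The limit on the fold change is part of each count, so counts rose by construction when it was lower. With the adjusted p alone, 3349 genes (1392 higher, 1957 lower) passed between SZ-A and HFD, 6047 (3091, 2956) between HFD and NC and 678 between SZ-A and NC, and 2779 were moved back past it. Cell adhesion genes were then over-represented 2.82 times (Fisher's exact test, adjusted p = 6.5e-06) and chemokine ligands 2.63 times (0.0276). With a fold change above 1.5, the counts were 1838 (755, 1083), 4084 (2218, 1866), 624 and 1538, with cell adhesion genes at 4.03 times (5.4e-07) and chemokine ligands at 4.07 times (0.0063).

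A smaller pseudocount widens the changes of genes of low FPKM. With 0.1, 337 genes (189 higher, 148 lower) passed between SZ-A and HFD and 2036 (1226, 810) between HFD and NC, 285 were moved back, cell adhesion genes were at 7.76 times (0.0017) and chemokine ligands at 9.93 times (0.0432), and the mesothelial and neuron lists reversed to -0.23 and 0.044. With 0.01, the counts were 485 (293, 192), 2295 (1356, 939), 399 between SZ-A and NC and 402 moved back, cell adhesion genes were at 7.18 times (6.7e-04), the chemokine ligands lost their call at -0.38 (0.0501), and the mesothelial and neuron lists reversed to -0.40 and 0.11. With voom on the recovered reads, the counts were 458 (264, 194), 2239 (1351, 888), 415 and 375, cell adhesion genes were at 8.28 times (9.7e-05), the ligands lost their call at -0.37 (0.0530), and the brown and beige adipocyte, mesothelial and neuron lists reversed to -0.018, -0.31 and 0.13. None of these lists was past the threshold. The main pseudocount of 1 lies above the FPKM of many of these genes, which limits what can be said of them.

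With protein-coding genes only, the chemokine ligands (-0.35, 0.0857) and receptors (-0.34, 0.0703) lost their calls. With all 3 groups in the fit, 27 genes were higher in SZ-A and the ligands lost their call (-0.35, 0.112). With array quality weights, 201 genes passed, 146 lower, 176 were moved back, and the ligands (-0.33, 0.102) and receptors (-0.38, 0.0717) lost their calls. Under quantile normalization Lep reversed to -0.0021 in SZ-A against HFD. With the correlation between genes estimated, the Toll-like receptors (-0.89, 0.0879), Toll-like receptor signalling (-0.39, 0.188), cell adhesion molecules (-0.30, 0.0674), chemokine receptors (-0.34, 0.236) and ligands (-0.35, 0.422) all lost their calls, while fry kept all 5. Over their alternatives, the adjusted p ranged from 1.8e-06 to 0.0879 for the receptors, from 3.1e-08 to 0.188 for their signalling and from 6.0e-06 to 0.0674 for cell adhesion.

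The replicate block gave 116 genes between SZ-A and NC. The labels number the mice of each group, but the numbers do not pair them: correlations between mice of the same number, after removal of group means, were -0.39 to 0.37 for HFD and SZ-A (3 of 7 over 0.1), -0.28 to 0.30 for NC and HFD (2 of 6) and -0.41 to 0.58 for NC and SZ-A (2 of 6).

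With the epididymis score as covariate, which takes away part of the difference between groups and fixes that list itself at 0 by construction, 460 genes (364 higher, 96 lower) passed between HFD and NC and 24 were moved back. Between SZ-A and HFD, 77 were higher and 46 lower, and of the 123 genes 56 were among the 127. The over-representation of Toll-like receptors (29.0 times, 0.122) and of their signalling (7.70 times, 0.115) lost its call, that of chemokine ligands gained one (31.9 times, 0.0145), and the calls on the mean change of ligands (-0.28, 0.312) and receptors (-0.37, 0.0507) were lost. In HFD against NC, these genes reversed: Tlr3 to -0.019, Tlr11 to -0.016, Tlr4 to -0.23, Cd86 to -0.42, Ppia to 0.37, Spint2 to 0.53, Isg20 to 0.64, Ramp3 to 0.85 and Gstm6 to 2.22. None of them then had an adjusted p under 0.05 from limma, from 0.20 for Gstm6 to 0.98 for Tlr3. NC and HFD mice do not overlap in the score, so that fit can hardly tell the score from the diet. In SZ-A against HFD, Lep reversed to -0.25, Actg2 to -0.46, Krt18 to -0.61, Tnf to 0.025 and the mesothelial list to -1.08.

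With each mouse left out in turn, 80 (without HFD replicate 1) to 192 genes (without SZ-A replicate 6) passed between SZ-A and HFD, 80 and 125 of them among the 127. From 27 (without HFD replicate 1) to 70 (without SZ-A replicate 6) were higher, from 51 (without SZ-A replicate 4) to 128 (without SZ-A replicate 5) were lower, and from 72 (without HFD replicate 1) to 172 (without SZ-A replicate 6) were moved back. Without SZ-A replicate 1, 52 were lower, and without HFD replicate 1, 53. The lower genes between SZ-A and NC, 8 with all mice, ranged from 2 (without NC replicate 2) to 41 (without NC replicate 3). The chemokine ligands ranged from -0.40 to -0.25, without a call in 5 of 14 fits (HFD replicate 1, SZ-A replicates 2, 4, 6 and 7), and the receptors from -0.37 to -0.29, without a call in 8 of 14 (HFD replicates 1, 6 and 7, SZ-A replicates 3 to 7). Over-representation ranged from 31.3 (without SZ-A replicate 5) to 77.1 times (without SZ-A replicate 1) for Toll-like receptors and from 6.91 to 17.0 times for their signalling in the same fits, from 3.42 (without SZ-A replicate 2) to 6.12 times (without HFD replicate 3) for cell adhesion genes, and was 0 for chemokine ligands without HFD replicate 1. Adipoq in HFD against NC ranged from -1.13 (without NC replicate 6) to 0.15 and reversed in 5 fits, Lep in SZ-A against HFD from -0.21 (without HFD replicate 1) to 0.32 (without SZ-A replicate 5), and the mesothelial list from -0.23 (without SZ-A replicate 2) to 0.47 (without SZ-A replicate 6). Counts between HFD and NC were 1052 to 1350, and the share moved back was 97.4% to 99.2%.

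Of 116 other results, 1445 values gave 1367 on the same side, 44 weaker, 16 newly past the threshold, 8 reversed and 10 counts more than 1.5 times away, and for 65 of the 116 every value was on the same side. Leaving out mice gave 1578 values of these results, of which 33 were weaker, 15 newly past the threshold, 13 reversed and 11 more than 1.5 times away.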

Differences from the paper's values

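Apart from the epididymis covariate, no test in this part was chosen after the result was seen, and the paper's values are marked as the paper's. Between SZ-A and HFD mice 127 genes passed the threshold of the paper's methods, against the paper's 1518. Of 15 alternatives set before the data were examined, apart from leaving out mice, the fold change above 1.5 of the paper's results gave 1838 genes, within 1.5 times the paper's value, and the other 14 did not come within it, nor did any of the 14 fits that left out 1 mouse. Higher in SZ-A were 45 genes, against the paper's 1268. The adjusted p alone gave 1392 and came within 1.5 times, while the other 14 alternatives and all 14 fits that left out 1 mouse did not. Lower in SZ-A were 82 genes, against the paper's 250. A pseudocount of 0.01 gave 192 and voom on the recovered reads 194, both within 1.5 times, and the other 13 alternatives and all 14 fits that left out 1 mouse did not. No single alternative came within 1.5 times of all 3 of the paper's counts.

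The paper has more genes higher than lower in SZ-A. Here, among the genes that the filter left, fewer were higher, 35.4% of the 127. More were higher than lower with a pseudocount of 0.1 (56.1%), with a pseudocount of 0.01 (60.4%) and with voom on the recovered reads (57.6%), and also, with an alternative chosen after seeing the values, with the epididymis marker score as covariate (62.6%). With the adjusted p alone, 1392 of 3349 were higher, and with a fold change above 1.5, 755 of 1838.

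The paper counts Tlr7 among its leading differentially expressed genes. Here it fell by 1.31 on the log2 scale, under the threshold of 1.5, and did not pass 1.5 in any of 12 alternatives, though its adjusted p was under 0.05 in all 12, and with a fold change above 1.5 it would pass. Chemokine signalling and cell adhesion molecules are among the paper's enriched pathways of lower genes. Here 8.96 times as many chemokine ligands (Fisher's exact test, adjusted p = 0.291) and 5.60 times as many cell adhesion genes (Fisher's exact test, adjusted p = 0.149) as chance gives were among the 82 lower genes, and 0 chemokine receptors. The cell adhesion genes passed with the adjusted p alone (2.82 times, Fisher's exact test, adjusted p = 6.5e-06), a fold change above 1.5 (4.03 times, 5.4e-07), pseudocounts of 0.1 (7.76 times, 0.0017) and 0.01 (7.18 times, 6.7e-04) and voom (8.28 times, 9.7e-05). The chemokine ligands passed with the adjusted p alone (2.63 times, Fisher's exact test, adjusted p = 0.0276), a fold change above 1.5 (4.07 times, 0.0063), a pseudocount of 0.1 (9.93 times, 0.0432) and, chosen after seeing the values, the epididymis covariate (31.9 times, 0.0145).

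By RT-PCR the paper finds Cpt1a higher in SZ-A than in HFD mice. In the sequenced RNA it changed by -0.66 (adjusted p = 0.0019 from limma), with every SZ-A mouse below every HFD mouse, and was between -0.68 and -0.63 over 12 alternatives, with an adjusted p above 0.05 only with all 3 groups in the fit (0.0759). The paper finds Il4 higher in SZ-A, where the sequenced RNA changed by -0.14 (adjusted p = 0.52 from limma), between -0.23 and -0.13 over its alternatives. The paper finds Pparα, Atgl and Hsl higher in SZ-A. Here Ppara rose by 0.43 (adjusted p = 0.13), Pnpla2 by 0.73 (adjusted p = 0.12) and Lipe by 1.01 (adjusted p = 0.054), all from limma. These 3 had an adjusted p under 0.05 with array quality weights (0.0030, 0.0077 and 0.0016 from limma). Lipe also had one without HFD replicate 6 and without SZ-A replicate 2, Pnpla2 without SZ-A replicate 2 and Ppara without SZ-A replicate 5, and Lipe with the epididymis covariate, chosen after seeing the values. The paper finds MyD88 lower in SZ-A. Here Myd88 changed by -0.29 (adjusted p = 0.17 from limma), with an adjusted p under 0.05 with array quality weights (0.0045) and without SZ-A replicate 5.

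In serum the paper finds TNFα and LEP lower and ADPN higher with SZ-A, and by RT-PCR it finds Tnfα lower in eWAT. The RNA of Tnf in eWAT changed by -0.35 (adjusted p = 0.36 from limma), with an adjusted p under 0.05 with array quality weights (0.026). Lep changed by 0.04 (adjusted p = 0.96 from limma), with an adjusted p above 0.05 in each of 12 alternatives. Adipoq rose by 1.04 (adjusted p = 0.084 from limma), with an adjusted p under 0.05 with array quality weights (0.0029). By immunohistochemistry the paper finds CD86 higher in HFD than in NC and lower in SZ-A than in HFD. Here Cd86 rose by 0.48 in HFD against NC (adjusted p = 0.14 from limma) and changed by -0.38 in SZ-A against HFD (adjusted p = 0.058 from limma), the latter with an adjusted p under 0.05 with quantile normalization (0.039) and without HFD replicate 4 or 5. The paper gives 7 mice per group, and the labels give 6 NC mice.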

Other observations

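The tests in this part on scaling, cell types and the epididymis score, and the use of separate HFD mice as a test, were chosen after the results were seen, while the tests of matched lists, of low FPKM and of other splits of the mice were not. Of the genes that the paper measured by other methods, Angpt2 changed by -0.70 in SZ-A against HFD mice (adjusted p = 0.018 from limma) after a rise of 1.57 in HFD, and Acacb rose by 1.22 (adjusted p = 0.021 from limma). The adjusted p of both was above 0.05 with all 3 groups in the fit (0.0949 for Angpt2 and 0.102 for Acacb), that of Angpt2 also with the epididymis score as covariate (0.110) and that of Acacb also with the replicate block (0.0539). Acaca rose by 0.46 (adjusted p = 0.24 from limma), and Ppia, the reference gene of the paper's RT-PCR, changed by 0.08 (adjusted p = 0.75 from limma).

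Other lists changed as follows between SZ-A and HFD, as mean log2 fold change with the adjusted p from camera. Collagens changed by -0.53 (2.6e-04), metallopeptidases of the MMP, ADAM and ADAMTS families by -0.43 (7.5e-04), T cell markers by -0.21 (0.0240) and plasma cell markers by -0.83 (0.105). Adipocyte markers changed by 0.93 (0.0012), fatty acid and triglyceride synthesis by 0.63 (0.0036), lipolysis and fatty acid oxidation by 0.40 (0.0248), endothelial markers by 0.48 (0.0340), smooth muscle markers by 0.97 (0.0179), skeletal muscle markers by 0.27 (0.105), spermatid and sperm markers by 0.77 (0.0340) and epididymis markers by 1.36 (0.105). Brown and beige adipocyte markers (0.08, 0.784), mesothelial markers (0.12, 0.695), neutrophil markers (-0.25, 0.608) and neuron and nerve markers (-0.12, 0.721) did not pass. Of the 31 lists, 24 passed with the preset correlation and 0 with the estimated one. Of the 16 adipocyte markers, 15 rose. Fry kept the calls on collagens (0.0011) and metallopeptidases (2.0e-05) and lost those on adipocytes (0.0749), fatty acid and triglyceride synthesis (0.0749), lipolysis (0.265), T cells (0.0756), endothelium (0.146), smooth muscle (0.0756) and spermatids (0.0800). The liver and pancreas lists had 1 gene each and were not tested with camera or fry. Cyp2e1, the gene of the liver list, was among the 45 higher genes (Fisher's exact test, adjusted p = 0.0337), a call that rests on that gene alone.

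Splits of the mice into groups of the same sizes, 100 for each comparison with the real split among them, gave a result as large in 1 split for the number of genes past the threshold between SZ-A and HFD, for those higher, for those lower and for the genes moved back past the threshold. The same count, 1 of 100, was found for the genes between HFD and NC in total, higher and lower, for the genes between SZ-A and NC, and for the mean change of the Toll-like receptors, of Toll-like receptor signalling, of chemokine receptors and of cell adhesion molecules. It was also found for the number of Toll-like receptors past the threshold in one direction, and for the number of lists past the threshold. In each of these cases that was the real split. The share of genes moved back was reached by 3 of 100 splits and the mean change of chemokine ligands by 2 of 100. Other splits of SZ-A and HFD mice gave at most 47 genes. They also gave a median of 9 and at most 23 lists past the threshold of camera against 24 in the real split, so camera at the preset correlation called lists in splits that follow no treatment.

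The fall of the Toll-like receptors in SZ-A was weighed against technical explanations. Under quantile normalization their mean log2 fold change was -0.90, which argues against scaling between mice. Of 10000 random lists matched on exon length and mean FPKM, 0% fell as far, which argues against length or expression level. More adipocyte RNA that dilutes every other cell type would lower macrophage and endothelial markers alike, but the macrophage score moved by -1.82 relative to the endothelial score (exact permutation test, two-sided, p = 5.8e-04, 7 mice against 7). An earlier form of that test took the endothelial score alone, which changed by 0.48 (exact permutation test, p = 0.0635). With the epididymis score as covariate the mean of the receptors was -0.84, which argues against epididymal RNA as the whole cause, although that score rests on 3 of 36 genes (Clu, Aqp9 and Sult1e1), which adipose tissue also expresses.

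Fewer macrophages in the tissue, which the paper's discussion also raises, stay open as an explanation of the fall of Tlr1, Tlr7, Tlr8 and Tlr13. Relative to the macrophage marker score the mean of these 4 genes changed by -0.26 (exact permutation test, two-sided, p = 0.0997, 7 mice against 7), so the data are consistent with fewer macrophages whose RNA for these receptors is unchanged, and a further fall per macrophage is not excluded. The adaptors and kinases rose relative to the same score by 1.103 (exact permutation test, two-sided, p = 5.8e-04), so they fell less than the macrophage markers. RNA of the whole tissue cannot separate the number of macrophages from their state.

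The 45 genes higher in SZ-A were compared with marker scores within groups, at first in a single group for each score and then in both. Across the 6 NC mice their mean Spearman rho with the epididymis score was 0.0692, and 82.2% of 2000 matched gene sets were as high, while across the 7 HFD mice it was 0.518 and 0% were as high. With the adipocyte score, for the 42 genes outside that list, it was 0.660 across HFD mice, where 0% of matched sets were as high, and -0.0286 across NC mice, where 20.9% were. RNA of epididymis and more adipocyte RNA cannot be told apart as sources of these rises, since the same pattern is found for both and each group holds few mice. Of the 45 genes, 3 were adipocyte markers (Fisher's exact test, adjusted p = 2.4e-04) and 0 were among the 3 epididymis markers tested. Another 5 were red blood cell markers (adjusted p = 7.1e-12 by the same test), so blood is a further possible source for these.

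With a small pseudocount or with the recovered reads, more genes were higher than lower in SZ-A. Among the genes past the threshold with the recovered reads, 79.1% of the 153 genes with the lowest mean FPKM (0.106 to 1.09) were higher, against 66.4% of the 152 in the middle and 27.5% of the 153 with the highest (Fisher's exact test of lowest against highest, p = 5.5e-20). This is consistent with genes of low FPKM adding mostly rises in those settings.

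The share of genes moved back by SZ-A was 98.5%, from 95.995% to 99.5%, when the HFD mice were divided in 35 ways so that 4 served the comparison with NC and the other 3 the comparison with SZ-A. HFD mice shared by both comparisons are therefore argued against as the whole cause of that share, which in simulated unchanged groups was at most 92.7%. Other splits of the HFD and SZ-A mice, with shared HFD mice, reached 99.1%.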
